# Liver X Receptors Regulate the Transcriptional Activity of the Glucocorticoid Receptor: Implications for the Carbohydrate Metabolism

**DOI:** 10.1371/journal.pone.0026751

**Published:** 2012-03-22

**Authors:** Nancy Nader, Sinnie Sin Man Ng, Yonghong Wang, Brent S. Abel, George P. Chrousos, Tomoshige Kino

## Abstract

GLUCOCORTICOIDS are steroid hormones that strongly influence intermediary carbohydrate metabolism by increasing the transcription rate of glucose-6-phosphatase (G6Pase), a key enzyme of gluconeogenesis, and suppress the immune system through the glucocorticoid receptor (GR). The liver X receptors (LXRs), on the other hand, bind to cholesterol metabolites, heterodimerize with the retinoid X receptor (RXR), and regulate the cholesterol turnover, the hepatic glucose metabolism by decreasing the expression of G6Pase, and repress a set of inflammatory genes in immune cells. Since the actions of these receptors overlap with each other, we evaluated the crosstalk between the GR- and LXR-mediated signaling systems. Transient transfection-based reporter assays and gene silencing methods using siRNAs for LXRs showed that overexpression/ligand (GW3965) activation of LXRs/RXRs repressed GR-stimulated transactivation of certain glucocorticoid response element (GRE)-driven promoters in a gene-specific fashion. Activation of LXRs by GW3965 attenuated dexamethasone-stimulated elevation of circulating glucose in rats. It also suppressed dexamethasone-induced mRNA expression of hepatic glucose-6-phosphatase (G6Pase) in rats, mice and human hepatoma HepG2 cells, whereas endogenous, unliganded LXRs were required for dexamethasone-induced mRNA expression of phosphoenolpyruvate carboxylase. In microarray transcriptomic analysis of rat liver, GW3965 differentially regulated glucocorticoid-induced transcriptional activity of about 15% of endogenous glucocorticoid-responsive genes. To examine the mechanism through which activated LXRs attenuated GR transcriptional activity, we examined LXRα/RXRα binding to GREs. Endogenous LXRα/RXRα bound GREs and inhibited GR binding to these DNA sequences both in *in vitro* and *in vivo* chromatin immunoprecipitation assays, while their recombinant proteins did so on classic or G6Pase GREs in gel mobility shift assays. We propose that administration of LXR agonists may be beneficial in glucocorticoid treatment- or stress-associated dysmetabolic states by directly and gene-specifically attenuating the transcriptional activity of the GR on glucose and/or lipid metabolism.

## Introduction

GLUCOCORTICOIDS, steroid hormones produced by and secreted from the adrenal cortex, are essential for the maintenance of metabolic homeostasis both in the basal state and in response to stress [1], [2]. These hormones exert their actions in almost all tissues and organs, and strongly influence intermediary carbohydrate, lipid and protein metabolism [3]. For example, glucocorticoids induce gluconeogenesis by increasing the transcription rates of its key enzymes glucose-6-phosphatase (G6Pase), which mediates the final step of both gluconeogenesis and glycogenolysis [4] and phosphoenolpyruvate carboxykinase (PEPCK), which catalyzes the conversion of oxaloacetate to phosphoenolpyruvate [5], [6]. In addition to these metabolic effects, glucocorticoids also demonstrate strong suppressive effects on the immune system that makes them important therapeutic agents in the treatment of allergic, autoimmune, inflammatory and lymphoproliferative diseases [7]. However, chronic excess of glucocorticoid secretion, as occurs in endogenous Cushing syndrome and during chronic stress, or chronic administration of glucocorticoids for the treatment of responsive diseases, may lead to carbohydrate intolerance or frank diabetes, as well as to dyslipidemia (high VLDL- and LDL-cholesterol and low HDL-cholesterol), all detrimental conditions leading to atherosclerosis and cardiovascular diseases [8], [9], [10].

The biologic actions of circulating glucocorticoids are transmitted to the nucleus of cells by the ubiquitously expressed cytoplasmic/nuclear glucocorticoid receptor (GR), a member of the nuclear receptor superfamily that is comprised by over 130 proteins from nematodes to humans [3]. The human GR consists of 777 amino acids and has three major functional domains, the N-terminal (NTD) “immunogenic”, middle DNA-binding (DBD) and C-terminal ligand-binding (LBD) domains [11]. Upon hormone binding, the glucocorticoid-GR complex translocates from the cytoplasm into the nucleus and binds its specific DNA recognition sequences, the glucocorticoid response elements (GREs), located in the regulatory regions of glucocorticoid-responsive genes or interacts with other transcription factors to modulate the latter's transcriptional activities on their target genes by attracting numerous co-factor molecules and protein complexes to the respective transcription initiation complexes [11], [12].

The liver X receptors (LXRs), which also belong to the nuclear receptor superfamily, mediate the biologic actions of various lipids, such as the cholesterol metabolites oxysterols, and also prostanoids and some fatty acids, by directly binding to these molecules [13]. LXRs exist as two subtypes, LXRα and LXRβ, which display distinct patterns of tissue expression: LXRα is primarily expressed in the liver, intestine, adipose tissue, kidney and immune macrophages, whereas LXRβ is distributed ubiquitously [14]. Once LXRs bind their lipid ligands, they form a heterodimer with the retinoid X receptor (RXR), and stimulate the transcription of an array of genes involved in the absorption, efflux, transport, and excretion of cholesterol and other lipids [13], [14], [15]. LXRs also regulate glucose metabolism by decreasing the expression of its rate-limiting enzymes G6Pase and PEPCK [16], [17], [18], and have anti-inflammatory activity by repressing a set of inflammatory genes in macrophages and other immune cells [19]. These pieces of evidence indicate that the biologic actions of the GR and the LXRs may overlap with each other and that LXR activation may moderate the detrimental actions of chronically elevated glucocorticoids on carbohydrate and lipid metabolism. The purpose of this study is to evaluate the possible crosstalk between the GR- and LXR-mediated signaling systems by testing the effects of LXR activation on GR transcriptional activities and the ability of the former to moderate the effects of the latter.

## Results

### LXRs suppress dexamethasone-stimulated GR transcriptional activity on the MMTV promoter in HCT116 cells

To examine impact of LXRs on GR-mediated transcriptional activity, we first expressed human GR in HCT116 cells that do not express the endogenous molecule [20] together with the glucocorticoid-responsive mouse mammary tumor virus (MMTV) promoter-driven luciferase reporter gene (pMMTV-Luc), in the presence or absence of increasing amounts of the LXRα-expressing plasmid along with that of its obligate heterodimer partner RXRα. LXRα/RXRα over-expression strongly suppressed the transcriptional activity of the MMTV promoter in a dexamethasone-dependent fashion (Fig. 1A, *upper panel*). A significant decrease of 30% was observed in the presence of 0.03 µg of LXRα/RXRα-expressing plasmids, reaching up to 86% in the presence of 1 µg of plasmids expressing these heterodimer components. The observed negative effect was totally reversed by increasing amounts of the GR-expressing plasmid, suggesting that there may be competition between LXRα/RXRα and GR (Fig. 1B, *upper panel*). In these experiments, we measured the relative mRNA expression of LXRα and GR using the acidic ribosomal phosphoprotein P0 (RPLP0) as an internal control, calculated relative ratios of LXRα mRNA vs. GR mRNA, and confirmed that the transcriptional changes observed were due to alteration in the expressions of these NRs (Fig. 1A and 1B, *lower panels*). The suppressive effect of LXRα/RXRα on dexamethasone-stimulated transcriptional activity of the MMTV promoter was observed in the absence of LXR-specific ligands (Fig. 1 A and B, *upper panels*), consistent with a previous report that LXRs are activated just by heterodimerization in the absence of ligand, via a mechanism termed ‘dimerization-induced activation’ [21]. This is a unique activation mechanism for LXRs, which has not been described for the other nuclear receptors [21]. We further tested the effect of LXR ligands on GR-induced transcriptional activity, by over-expressing LXRα or LXRβ along with RXRs in HCT116 cells and by treating these cells with or without different LXR ligands, such as the natural ligand 22-R hydroxycholesterol (22-R-HC) and the two synthetic ligands T0901317 and GW3965. T0901317 activates LXRs but also other nuclear receptors, such as the pregnane X receptor (PXR), whereas GW3965 is a specific ligand for LXRs [22], [23]. Activation of over-expressed LXRα (Fig. 1C, *left panel*) or β (Fig. 1C, *right panel*) by these ligands enhanced LXR/RXR-mediated repression of GR-induced transcriptional activity on the MMTV promoter by more than 50% (Fig. 1C).

**Figure 1:**
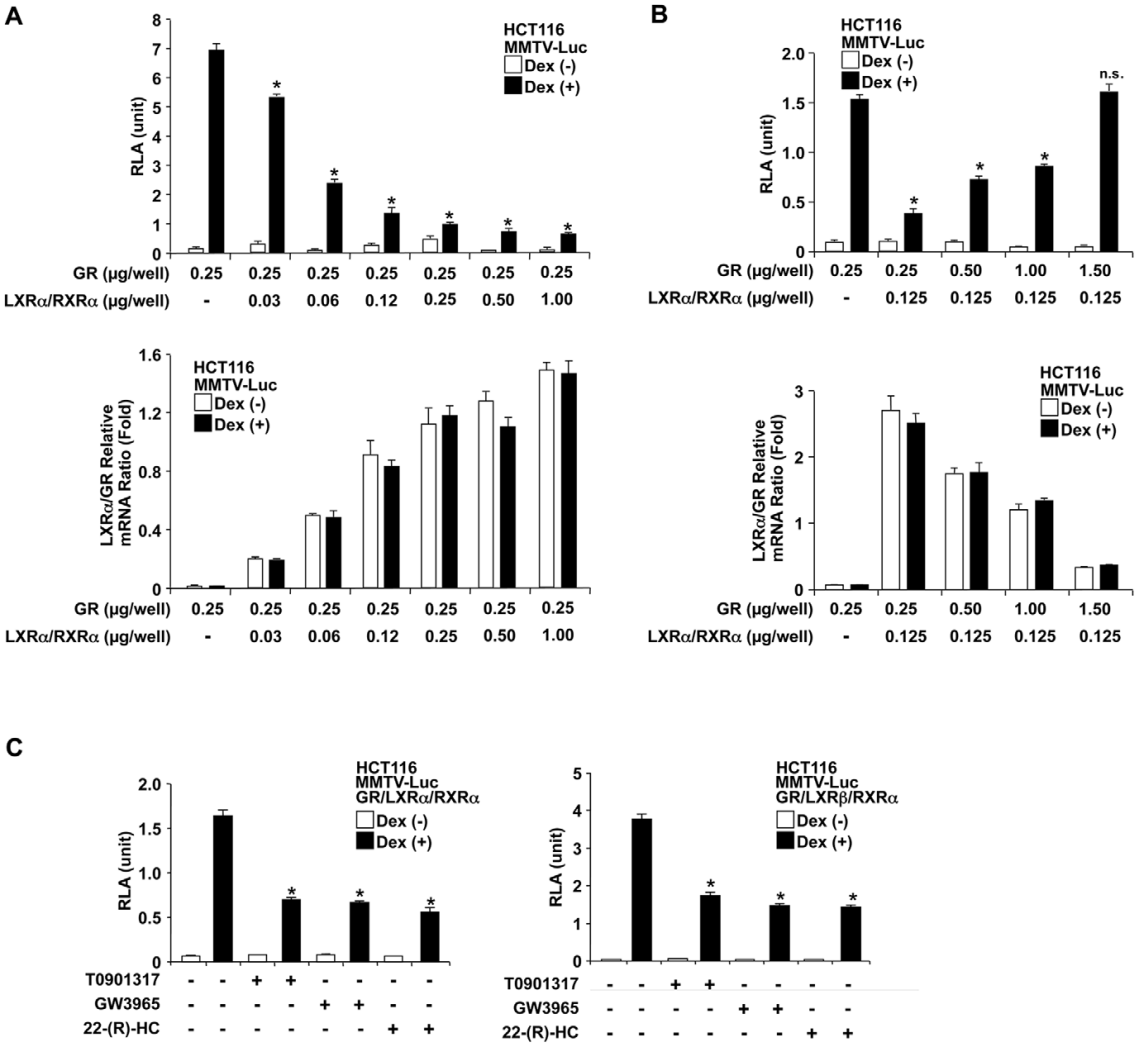
LXRs repress GR-induced transcriptional activity in HCT116 cells. A. Over-expression of LXRs strongly suppresses dexamethasone-stimulated transcriptional activity of the MMTV promoter in HCT116 cells. HCT116 cells were transfected with pRShGRα together with pMMTV-Luc and pGL4.73[*hRluc*/SV40], and increasing amounts of pCMX-hLXRα and pCMX-hRXRα (0.03–1 µg), and were incubated in the presence or absence of 10^−6^ M dexamethasone. *Upper panel:* Bars represent mean ± S.E. values of the firefly luciferase activity normalized for the renilla luciferase activity in the presence or absence of 10^−6^ M dexamethasone. *: p<0.01, n.s.: not significant, compared to the condition treated with dexamethasone in the absence of LXRα/RXRα. *Lower panel:* Total RNA from transfected HCT116 cells was harvested and relative mRNA expression of LXRα and GR were measured with the SYBR-Green real-time PCR. Bars represent mean ± S.E. values of the relative ratios of LXRα mRNA vs. GR mRNA using RPLP0 as an internal control. Dex: dexamethasone, RLA: relative luciferase activity. B. Over-expression of GR reverses the negative effect of LXRα/RXRα on dexamethasone-stimulated transcriptional activity of the MMTV promoter. HCT116 cells were transfected with increasing amounts of pRShGRα (0.25–1.5 µg) together with pMMTV-Luc, pGL4.73[*hRluc*/SV40], pCMX-hLXRα and pCMX-hRXRα, and were incubated in the presence or absence of 10^−6^ M dexamethasone. *Upper panel:* Bars represent mean ± S.E. values of the firefly luciferase activity normalized for the renilla luciferase activity in the presence or absence of 10^−6^ M dexamethasone. *: p<0.01, n.s.: not significant, compared to the condition treated with dexamethasone in the absence of LXRα/RXRα. *Lower panel:* Total RNA from transfected HCT116 cells was harvested and relative mRNA expression of LXRα and GR were measured with the SYBR-Green real-time PCR. Bars represent mean ± S.E. values of the relative ratios of LXRα vs. GR mRNA using RPLP0 as an internal control. Dex: dexamethasone, RLA: relative luciferase activity. C. Over-expression of LXRα (*left panel*) or LXRβ (*right panel*) in the presence of indicated LXR ligand suppresses dexamethasone-stimulated GR transcriptional activity on the MMTV promoter. HCT116 cells were transfected with pRShGRα, pMMTV-Luc and pGL4.73[*hRluc*/SV40] together with pCMX-hLXRα or -mLXRβ and pCMX-mRXRα, and were incubated in the presence or absence of 10^−6^ M dexamethasone and/or indicated LXR ligands. Bars represent mean ± S.E. values of the firefly luciferase activity normalized for the renilla luciferase activity. *: p<0.01 compared to the condition treated with dexamethasone in the absence of LXR ligand. Dex: dexamethasone, RLA: relative luciferase activity, 22-R-HC: 22-R-hydroxycholesterol.

### LXRα regulates GR-mediated transcriptional activity in a gene promoter-specific fashion

We next investigated the effect of LXRα on the transactivational activity of GR on two glucocorticoid-responsive genes, the phosphoenolpyruvate carboxykinase (*PEPCK*) and the glucocorticoid-inducible leucine zipper protein (*GILZ*), both of which contain functional GREs within their promoter regions [6], [24]. We transfected HCT116 cells with GR-expressing plasmid along with the PEPCK or GILZ promoter-driven luciferase reporter, pPEPCK-Luc (Fig. 2A) or pGILZ-Luc (Fig. 2B), in the presence or absence of LXRα/RXRα over-expression. GR stimulated the transcriptional activity of these promoter constructs in a dexamethasone-dependent fashion. Overexpression of LXRα/RXRα repressed dexamethasone-stimulated transcriptional activity of the PEPCK promoter by approximately 50%, with no significant change after addition of GW3965 (Fig. 2A), while no significant suppressive effect was observed on dexamethasone-stimulated transcriptional activity of the GILZ promoter (Fig. 2B). We further examined the effect of LXRα/RXRα on the transrepressive effect of the GR (Fig. 2C) on a nuclear factor κB (NF-κB)-responsive reporter gene in HCT116 cells by over-expressing the NF-κB components p65 and p50 in the presence of the κB-response element (RE)-driven reporter plasmid. Overexpression of p65/p50 stimulated the activity of this promoter, while dexamethasone suppressed it in a GR expression-dependent fashion. Overexpression of LXRα/RXRα did not influence GR-mediated repression of p65/p50-induced transcriptional activity (Fig. 2C), suggesting that LXRα/RXRα does not affect the transrepressive effect of GR caused via physical interaction with other transcription factors. Taken together, these findings indicate that LXRα/RXRα affect the transactivating, but not the transrepressive activity of the GR in a gene-specific fashion in HCT116 cells.

**Figure 2:**
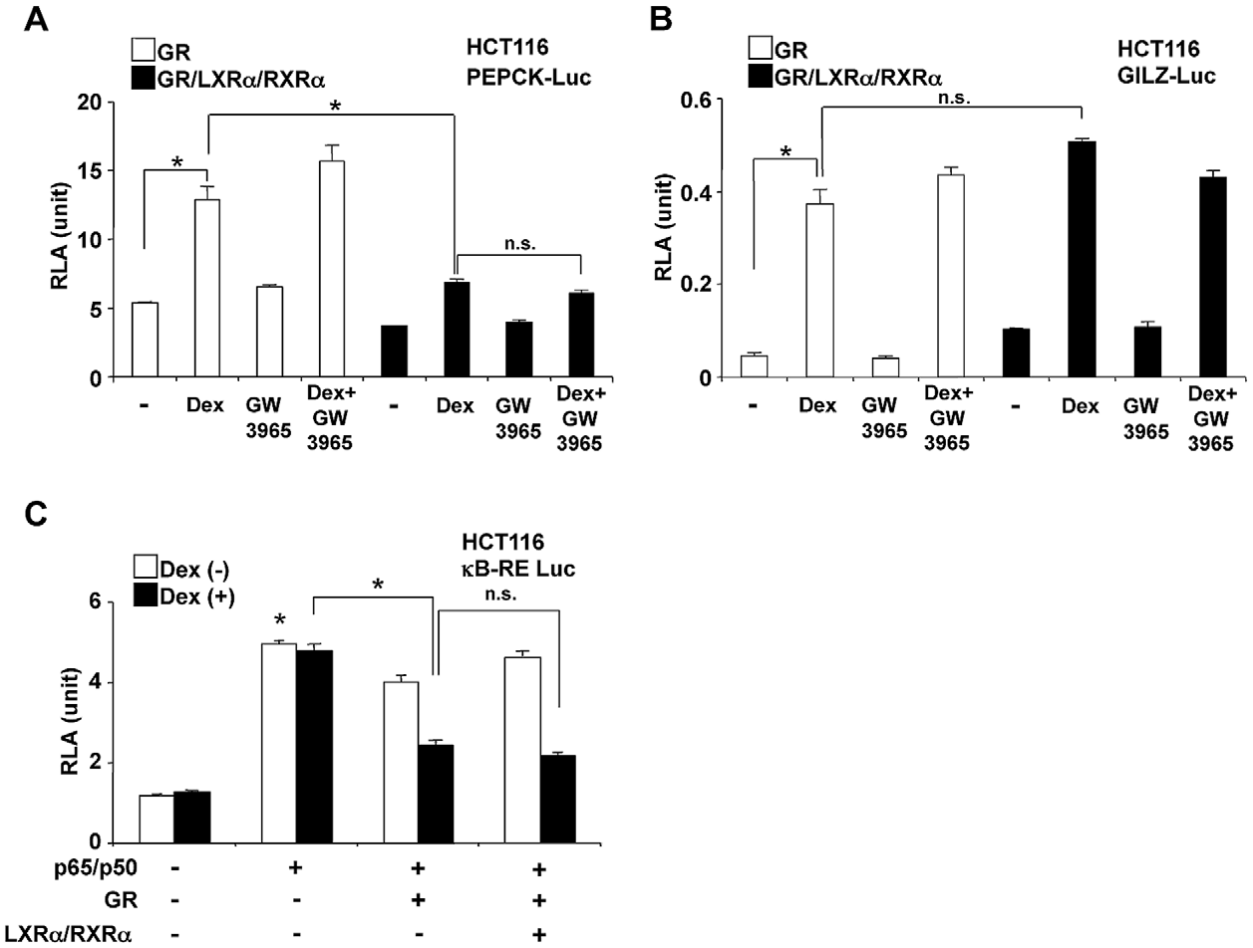
Over-expression of LXRα regulates dexamethasone-stimulated GR transcriptional activity in a gene promoter-specific way. A and B. Over-expression of LXRα/RXRα suppresses dexamethasone-stimulated transcriptional activity of the PEPCK (A) but not the GILZ (B) promoter. HCT116 cells were transfected with pPEPCK-luc (A) or pGILZ-Luc (B), together with pGL4.73[*hRluc*/SV40] and pRShGRα in the presence or absence of pCMX-hLXRα and pCMX-hRXRα, and were incubated with or without 10^−6^ M dexamethasone and/or 10^−6^ M GW3965. Bars represent mean ± S.E. values of the firefly luciferase activity normalized for the renilla luciferase activity. *: p<0.01, n.s.: not significant between the two conditions indicated. Dex: dexamethasone, RLA: relative luciferase activity. C. Over-expression of LXRα/RXRα does not affect dexamethasone-induced repression of the transcriptional activity of NF-κB. HCT116 cells were transfected with (κB)_3_-Luc and pGL4.73[*hRluc*/SV40] in the presence or absence of pRSV-RelA (p65)/pRSV-NF-κBI (p50), pRShGRα, and pCMX-hLXRα and pCMX-hRXRα, and were incubated with or without 10^−6^ M dexamethasone. Bars represent mean ± S.E. values of the firefly luciferase activity normalized for the renilla luciferase activity. *: p<0.01, n.s.: not significant, compared to the condition obtained in the absence of p65/p50 and dexamethasone treatment, or between the two conditions indicated. Dex: dexamethasone, RLA: relative luciferase activity.

### LXRs differentially regulate dexamethasone-induced mRNA expression of endogenous glucocorticoid-responsive genes in HepG2 cells

We next examined the effect of specific LXR ligand GW3965 on dexamethasone-stimulated mRNA expression of endogenous glucocorticoid-responsive genes in HepG2 cells. GW3965 completely attenuated dexamethasone-induced mRNA expression of the *G6Pase* (Fig. 3A, white bars) and *PEPCK* (Fig. 3B, white bars) genes, while no effect was observed on dexamethasone-induced mRNA expression of the *GILZ* gene (Fig. 3C, white bars). When GW3965 was added, we observed a slight but significant decrease of *G6Pase* mRNA expression (Fig. 3A, white bars), as well as a significant increase of *LXRα* mRNA expression (Fig. 3E, white bars) consistent with previous reports [17], [25]. GW3965 strongly increased mRNA expression of the LXR-responsive ATP-binding cassette sub-family G member 1 (*ABCG1*) gene [26], indicating that this compound efficiently activated LXRs (Fig. 3D, white bars). To demonstrate the specificity of the observed GW3965 effect, we knocked down the expression of both *LXRα* and *LXRβ* with their respective siRNAs (Fig. 3, black bars). Transfection of HepG2 cells with these siRNAs efficiently suppressed mRNA and protein expression of *LXRα* and *β* (Fig. 3E and 3F, black bars, and 3H), and completely abolished GW3965-induced suppression of dexamethasone-mediated mRNA expression of the *G6Pase* and *PEPCK* genes (Fig. 3A and 3B, black bars), indicating that activation of LXRs by GW3965 directly mediates the negative effect of this compound on GR-induced transcriptional activity on the endogenous *G6Pase* and PEPCK genes. In contrast, LXR*α*/*β* knockdown in itself attenuated dexamethasone-stimulated mRNA expression of the *PEPCK* gene (Fig. 3B, black bars), suggesting that endogenous LXRs are required for the optimum action of dexamethasone on this gene in the absence of GW3965. GW3965 did not alter mRNA expression of *GR* throughout the experiment (Fig. 3G), and Western blots for LXRα and GR using lysates obtained from HepG2 cells treated with vehicle, Dex and/or GW3965 showed that transfection of HepG2 cells with LXRα siRNA efficiently suppressed LXRα protein levels but not those of the GR (Fig. 3H). In addition, Western blots for GR using nuclear extracts of HepG2 cells treated with GW3965 and/or dexamethasone demonstrated that GW3965 did not influence dexamethasone-induced accumulation of GR in the nucleus (Fig. 3I). These results further indicate that agonist-activated endogenous LXRs suppress GR-induced transcriptional activity on natural glucocorticoid-responsive genes in a gene-specific fashion in addition to the artificial reporter assay system in which LXRs, GR and glucocorticoid-responsive promoters were exogenously introduced. On the other hand, unliganded LXRs are required for GR to stimulate mRNA expression of some glucocorticoid-responsive genes. Our results also suggest that LXRs influence the transcriptional activity of GR inside the nucleus via a molecular mechanism that does not include modification of GR expression and nuclear translocation.

**Figure 3:**
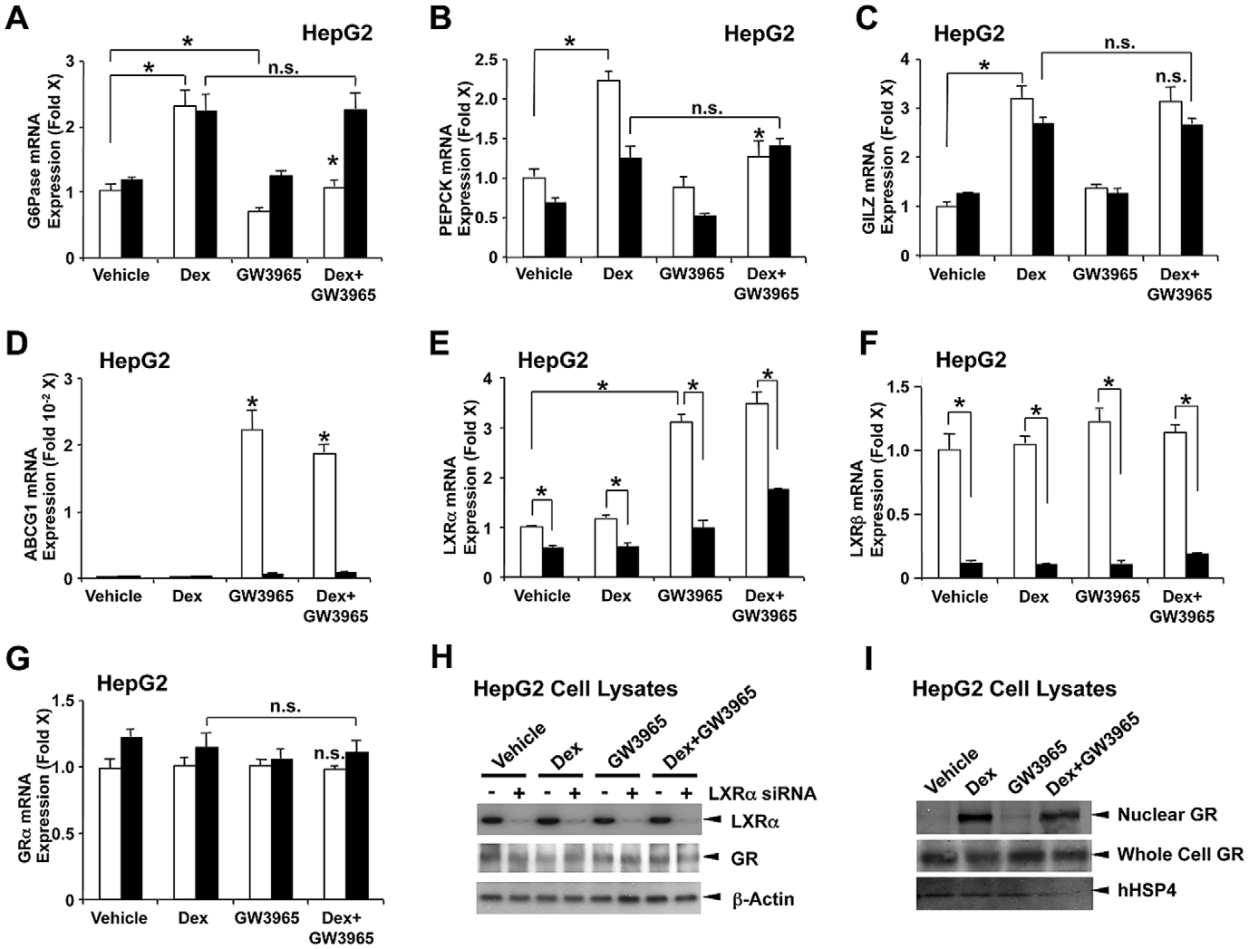
Ligand activation of endogenous LXRs differentially regulates dexamethasone-induced mRNA expression of glucocorticoid-responsive genes in a gene-specific fashion. A, B, C, D, E, F and G. HepG2 cells were transfected with negative control siRNA for luciferase GL2 (white bars) or siRNAs for LXRα/β (black bars), and were treated with or without 10^−6^ M dexamethasone and/or 10^−6^ M GW3965. Total RNA was harvested and mRNA levels of G6Pase (A), PEPCK (B), GILZ (C), ABCG1 (D), LXRα (E), LXRβ (F) and GR (G) were measured with the SYBR-Green real-time PCR. Bars represent mean ± S.E. values of the fold induction of mRNA expression. *: p<0.01, n.s.: not significant compared to the condition transfected with the control siRNA in the presence of dexamethasone or between the two conditions indicated. Dex: dexamethasone. H. siRNAs for LXRα suppress expression of LXRα protein in HepG2 lysates. HepG2 cells were transfected with negative control siRNA for luciferase GL2 or siRNAs for LXRα, and were treated with or without 10^−6^ M dexamethasone and/or 10^−6^ M GW3965 for 24 hours, and cells lysates were prepared. hLXRα (*upper panel*), hGR (*middle panel*) and hβ-actin (*lower panel*) were visualized with their specific antibodies in Western lots. I. Ligand activation of endogenous LXRs does not influence dexamethasone-induced translocation of GR from the cytoplasm into the nucleus. HepG2 were treated for 2 hours with or without 10^−6^ M dexamethasone and/or 10^−6^ M GW3965. Whole cell lystates and nuclear extracts were run on 4–20% SDS-PAGE gels, blotted to nitrocellulose membranes and hGR (*upper panel*: nuclear GR, *middle panel*: whole cell GR) and hHSP4 (*lower panel*) were visualized with their specific antibodies in Western blots.

### GW3965 attenuates dexamethasone-induced elevation of circulating glucose levels in rats and suppresses G6Pase mRNA expression by this steroid in rat and mouse livers

Since LXRs strongly suppressed GR-induced mRNA expression of the *G6Pase* and *PEPCK* genes in HepG2 cells, and they play a key role in glucose metabolism, we examined the effect of GW3965 on dexamethasone-induced hyperglycemia in rats, as well as *G6Pase* mRNA expression in rat and mouse livers. Dexamethasone increased blood glucose levels by ∼40% in rats after 24 hours of the injection, while GW3965 strongly prevented the elevation caused by this steroid (Fig. 4A). GW3965 completely attenuated dexamethasone-induced mRNA expression of G6Pase in the rat livers (Fig. 4B). Importantly, LXRα/β knockout mice lost GW3965-induced suppression of G6Pase mRNA induction by dexamethasone in the liver, while wild type mice demonstrated a GW3965-mediated suppression similar to that of rats (Fig. 4B and 4C). GW3965 completely attenuated dexamethasone-induced mRNA expression of the *PEPCK* gene in the livers of wild type mice, while LXRα/β knockout mice lost dexamethasone-stimulated mRNA expression of this gene in the absence of GW3965 (Fig. 4D). These results are consistent with our findings obtained in HepG2 cells transfected with LXRα/β siRNAs, further confirming that endogenous LXRs have dual effects on GR-stimulated mRNA expression of the *PEPCK* gene. Taken together, these results indicate that LXRs repress GR-induced transcriptional activity at the animal level, attenuating elevations of circulating glucose levels and suppressing expression of liver *G6Pase* and *PEPCK* mRNA stimulated by glucocorticoids.

**Figure 4:**
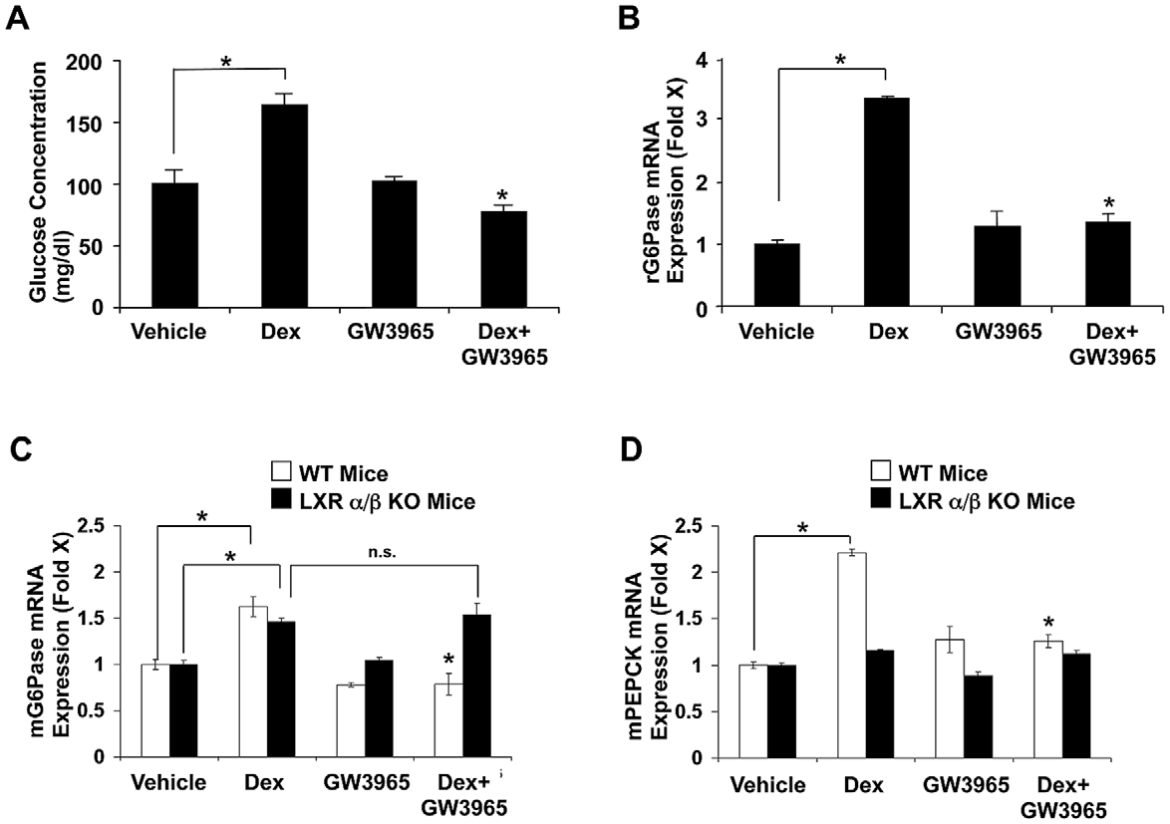
GW3965 attenuates dexamethasone-induced hyperglycemia in rats and represses dexamethasone-induced G6Pase mRNA expression in mouse and rat livers and PEPCK mRNA expression in mouse livers. A. GW3965 attenuates dexamethasone-induced increase of blood glucose levels in rats. Blood glucose levels were measured in rats treated with the compounds indicated. Bars represent mean ± S.E. values of the blood glucose concentration. *: p<0.01, compared to the animals treated with dexamethasone or between the two conditions indicated. Dex: dexamethasone. B, C and D. GW3965 suppresses dexamethasone-induced mRNA expression of glucocorticoid-responsive *G6Pase* in the livers of rats (B), *G6Pase* and *PEPCK* in wild type, but not LXRα/β knockout mice (C and D). Rats, wild type (WT) and LXRα/β knockout mice were orally gavaged for three days with GW3965, and were injected with dexamethasone or physiologic saline intramuscularly. Twenty-four hours after the injection, Total RNA was harvested from their livers and mRNA levels of rat *G6Pase* (B), mouse *G6Pase* (C) and mouse *PEPCK* (D) were measured with the SYBR-Green real-time PCR. Bars represent mean ± S.E. values of the fold induction of mRNA expression against vehicle. *: p<0.01, n.s.: not significant, compared to the animals treated with dexamethasone or between the two conditions indicated. Dex: dexamethasone, KO: knockout.

### LXRs differentially regulate GR-induced transcriptional activity in rat liver in microarray analysis

To further address functional interaction between LXRs and GR at a transcriptome level, we performed microarray analysis using the Rat Genome 230 2.0 Tiled Array (Affymetrix Inc.) in samples obtained from livers of rats treated with dexamethasone and/or GW3965 (Fig. 5). 

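The arrays measured mRNA in whole rat liver, the organ in which the GR raises glucose output through genes such as Pck1 and in which LXRs act on bile acid genes such as Cyp7a1 and on fatty acid genes such as Srebf1. Dexamethasone is a synthetic glucocorticoid that activates the GR, and GW3965 is a synthetic agonist of both LXR isotypes. Male Sprague-Dawley rats were gavaged for 3 days with GW3965 at 50 mg/kg or with its vehicle, dexamethasone at 1.5 mg/kg or saline was injected into the muscle on the last of these days, and livers were taken 24 h later. Labeled RNA made from 5 µg of total RNA was hybridized to 8 arrays, 2 in each of 4 groups named vehicle, Dex, GW3965 and Dex+GW3965. The authors' deposited values are log2 signals, 1 per probe set. The methods describe perfect-match signals with MAS background subtraction after probes were re-mapped to UniGene, and the submitters' processing notes name MAS5. Medians per array lay between 5.48 and 5.52, so the values were already normalized between arrays and were used as deposited. The 2 arrays of a group differed by a median of 0.0863 to 0.1 on the log2 scale, against 0.138, 0.103 and 0.117 between the means of vehicle and of Dex, GW3965 and Dex+GW3965. After removal of 57 Affymetrix controls and of probe sets above the median of their own array on fewer than 2 arrays, 16253 probe sets that name 9829 genes were tested with limma, with Benjamini-Hochberg adjustment over all of them. Levels under 5.49, the mean of the arrays' medians, were taken as not above background. A change from or to such a level is given as at least its size with that level as a floor, beside the adjusted p of the measured values. The methods describe injections in 2 animals of each set, while the labels give both arrays of a group 1 liver number with the letters a and b. Nothing rules out arrays of the same liver, and p-values then measure the spread between arrays.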

Among ∼15,000 genes successfully analyzed, dexamethasone changed mRNA expression of 727 (∼4.8%) genes, and GW3965 altered the expression of 141 genes (∼1%) (Fig. 5A), among which 77 genes were dexamethasone unresponsive (Table S1). 

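Dexamethasone raised genes of glucose output, amino acid breakdown and the interferon response and lowered genes of cholesterol synthesis and growth hormone action. Ces2c, a carboxylesterase, rose most, from 7.06 to 13.75 on the log2 scale (log2 fold change 6.69, SE 0.05, n = 2 arrays per group, adjusted p = 2e-22 from limma). Of 23 measured GR targets, 20 rose and Sgk1 and Glul fell (21 and 2 adjusted over the list alone), among them Igfbp1, which binds insulin-like growth factors, at 3.19 and Fkbp5, a co-chaperone of the GR, at 3.18. Of 17 genes of gluconeogenesis and glucose output, 16 rose and Mpc1, part of the mitochondrial pyruvate carrier, fell (16 and 1 adjusted over the list alone), with the transaminases Gpt and Got1 at 2.39 and 2.21. G6pc, which encodes glucose-6-phosphatase, is not counted in any list, because the annotation gives its probe sets several symbols. Of 26 genes of amino acid breakdown and the urea cycle, 21 rose and Oat, Cth, Otc and Hal fell (22 and 4 adjusted over the list alone), with Prodh, which breaks down proline, at 1.10. Of 33 interferon-stimulated genes, 31 rose, Gbp2 fell and Oas1b (0.06) did not pass (31 and 1 adjusted over the list alone). Camera gave an adjusted p of 1.91e-13 for the GR targets, 2.63e-10 for glucose output, 5.49e-08 for amino acid breakdown and 6.18e-20 for the interferon list. With an estimated correlation these were an adjusted p of 0.0241 for the first 3 lists, which is 0.061 for the GR targets when all probe sets of a gene are averaged, and 0.0123 for the interferon list. Of 15 growth hormone and STAT5 targets, 12 fell and Bcl6, a repressor of transcription, rose (12 and 1 adjusted over the list alone, adjusted p = 0.000122 from limma's camera, adjusted p = 0.0983 with an estimated correlation). Of these, the cytochrome Cyp2c12 stood at -1.92 and Igfals, a carrier of IGF1, at -1.53. Of 19 genes of cholesterol synthesis, 14 fell and Insig1, Lss and Hsd17b7 rose (14 and 3 adjusted over the list alone, adjusted p = 0.00235 from limma's camera, adjusted p = 0.112 with an estimated correlation). Of these, the sterol enzymes Msmo1 stood at -1.21 and Dhcr7 at -1.15. In all, 6806 probe sets passed an adjusted p of 0.05 from limma, 2792 higher and 4014 lower (3227 and 3580 with quantile normalization), with a median absolute log2 change of 0.388, and 695 of them changed at least 2-fold (317 higher and 378 lower).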

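GW3965 lowered Cyp7a1, the rate-limiting enzyme of bile acid synthesis, from 10.61 to 7.00 on the log2 scale (log2 fold change -3.62, SE 0.05, n = 2 arrays per group, adjusted p = 1.9e-17 from limma), and raised interferon-stimulated genes and genes of fatty acid oxidation. Fos, a transcription factor, rose by at least 2.83 on the dimmer of its 2 probe sets (adjusted p = 2.4e-13 from limma), while the brighter changed by 0.08 and did not pass. RT1-N2, an MHC class I gene, rose by at least 2.88 (adjusted p = 2.3e-14 from limma), and Onecut1, a transcription factor of hepatocytes, rose by 2.31 (SE 0.07, adjusted p = 2.4e-13 from limma). Of 33 interferon-stimulated genes, 29 rose and none fell (32 and 0 adjusted over the list alone, adjusted p = 5.88e-28 from limma's camera, adjusted p = 0.0063 with an estimated correlation). Here, Usp18, which removes Isg15 from proteins, stood at 1.75 and the antiviral GTPase Mx1 at 1.12 or more. Of 22 genes of fatty acid oxidation, 12 rose and Cd36, a fatty acid receptor, fell (13 and 1 adjusted over the list alone, adjusted p = 5.06e-07 from limma's camera, adjusted p = 0.0847 with an estimated correlation). Of these, Cyp4a1, a fatty acid hydroxylase, stood at 0.90 and Ehhadh, a peroxisomal enzyme, at 0.66. Of 19 LXR targets, genes that LXR agonists are known to raise, 12 fell and Abca1, Smpdl3a and Pltp rose (12 and 3 adjusted over the list alone, adjusted p = 0.000252 from limma's camera, adjusted p = 0.203 with an estimated correlation). The sterol transporters Abcg8 and Abcg5 stood at -1.32 and -1.05, and Abca1, which exports cholesterol, at 1.53 and 0.97 on 2 of its probe sets and -0.47 on each of the other 2. Of 21 genes of fatty acid and triglyceride synthesis, 14 fell and Fads2, a desaturase, rose (14 and 2 adjusted over the list alone, adjusted p = 9.9e-05 from limma's camera, adjusted p = 0.127 with an estimated correlation). Of these, the desaturase Scd stood at -0.72 and Srebf1, the transcription factor of lipogenesis, at -0.51. Of 26 genes of amino acid breakdown and the urea cycle, 15 fell and none rose (15 and 0 adjusted over the list alone, adjusted p = 0.000133 from limma's camera, adjusted p = 0.0847 with an estimated correlation). Of 23 GR targets, 10 rose and 7 fell (10 and 7 adjusted over the list alone). That list passed toward higher levels (adjusted p = 0.0117 from limma's camera), but not with an estimated correlation (adjusted p = 0.161). Of 16253 probe sets, 3325 passed an adjusted p of 0.05 from limma, 963 higher and 2362 lower (1209 and 1504 with quantile normalization), 128 of them by at least 2-fold (71 higher and 57 lower), and 998 of the 3325 did not pass with dexamethasone. Without GW3965 replicate a or b the 3325 became 2127 or 1804.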

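Interferon-stimulated genes moved together under dexamethasone alone and under GW3965 alone, while most shared genes of amino acid breakdown moved apart. Of 33 interferon-stimulated genes, 28 rose after either compound and Gbp2, a GTPase induced by interferon, was the 1 other shared gene, lower after dexamethasone and higher after GW3965. Mx2, an antiviral GTPase, rose by at least 2.97 after dexamethasone (n = 2 arrays per group, adjusted p = 1.2e-14 from limma) and by at least 0.60 after GW3965 (adjusted p = 6.3e-07 from limma). Of 20 genes of antigen presentation, 5 rose and 3 fell after both compounds and 1 went opposite ways, with the MHC class II genes RT1-Da at -2.24 and -0.33 and Cd74 at -1.72 and -0.49. Of 26 genes of cytokines, chemokines and inflammation, 1 rose and 3 fell after both and 6 went opposite ways. Of 18 acute phase genes, 1 rose and 4 fell after both, among them Hamp, the iron regulator hepcidin, at -1.45 and -0.85. Outside the immune lists, 8 of 19 LXR targets and 7 of 14 markers of hepatic stellate cells fell after both, and 13 of 26 genes of amino acid breakdown went opposite ways. The neutrophil markers S100a9 and S100a8 fell after both as well, with log2 fold changes of -1.74 or lower and -0.39 or lower. Of 60 probe sets changed at least 2-fold by both compounds, 42 name 1 gene, which lies in an immune list or list of leukocyte markers for 12, is another MHC gene for 2, lies in other lists for 10 and in none for 18. Of all 16253 probe sets, 2327 passed in both comparisons, 405 higher in both, 1245 lower in both and 677 in opposite directions, and without GW3965 replicate b or a the 2327 became 1346 or 1552. Independent lists of these sizes would share 1392, with 165 higher and 583 lower in both. Unchanged groups simulated against shared vehicle arrays shared 0 in each of 100 draws and gave a correlation of fold changes of 0.501 and a covariance of 0.00474, against 0.274 and 0.0311 observed, a difference in covariance of 0.0264. As these groups held no changes, the 0 cannot show how much of the 2327 comes from shared vehicle arrays. With each comparison read against a different vehicle array the covariance was 0.0245 and 0.0268, which leaves out the noise of single vehicle arrays, though not levels that both vehicle arrays share.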

Dexamethasone and GW3965 shared 64 genes that are mostly implicated in immune and inflammatory response pathways (Fig. 5A). Simultaneous treatment with dexamethasone and GW3965 (Dex+GW3965) changed mRNA expression of 523 genes implicated in different biological pathways, among which 313 genes were also regulated by dexamethasone alone (Fig. 5B). 

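Under Dex+GW3965 the interferon-stimulated genes rose further than under either compound and most genes of glucose output lay above vehicle. Against dexamethasone alone, 9 of 17 genes of glucose output were lower, 1 was higher and 7 did not pass. G6pc, not counted in that list, was lower by 1.05 (adjusted p = 1.5e-12 from limma). The call of that list was lost with an estimated correlation (adjusted p = 0.0925 from limma's camera). Isg15, a ubiquitin-like protein induced by interferon, rose by 5.28 on the log2 scale, or 38.8-fold (SE 0.08, n = 2 arrays per group, adjusted p = 2.1e-18 from limma), and Ces2c by 6.56 (SE 0.05, adjusted p = 2.7e-22 from limma). The sterol transporters Abcg5 and Abcg8 fell by at least 3.44 (adjusted p = 3.9e-11 from limma) and 1.33 (adjusted p = 8.7e-11 from limma). Of 33 interferon-stimulated genes, 32 rose and Ifit1 (0.16) did not pass (32 adjusted over the list alone, adjusted p = 2.07e-32 from limma's camera, adjusted p = 0.00469 with an estimated correlation). Against GW3965 alone, 30 were higher in Dex+GW3965 and none lower (30 and 0 adjusted over the list alone, adjusted p = 4.22e-22 from limma's camera, adjusted p = 0.01 with an estimated correlation). Of 17 genes of gluconeogenesis and glucose output, 14 rose and none fell (15 and 0 adjusted over the list alone, adjusted p = 3.46e-09 from limma's camera). Of 23 GR targets, 16 rose and Sgk1, Ddit4, Tat and Glul fell (16 and 4 adjusted over the list alone, adjusted p = 1.98e-07 from limma's camera). Of 26 genes of amino acid breakdown, 18 rose and Oat, Otc, Tat and Hal fell (18 and 4 adjusted over the list alone, adjusted p = 3.89e-06 from limma's camera). Each of these 3 lists had an adjusted p of 0.0448 with an estimated correlation, but with all probe sets of a gene averaged none passed (0.0938 for the GR targets and 0.0548 for each of the other 2). Of 13 genes of glycolysis and sugar uptake, 11 rose and Khk, which phosphorylates fructose, fell (11 and 1 adjusted over the list alone, adjusted p = 0.000172 from limma's camera, adjusted p = 0.0704 with an estimated correlation). Cell cycle genes moved the other way, with 10 of 14 lower and none higher (10 and 0 adjusted over the list alone, adjusted p = 0.000516 from limma's camera, adjusted p = 0.153 with an estimated correlation, and adjusted p = 0.0504 from limma's camera after a filter on mean signal). Markers of other cells fell too. All 4 erythrocyte markers were lower (adjusted p = 0.00122 from limma's camera, adjusted p = 0.0987 with an estimated correlation), and of 13 Kupffer cell markers 9 were lower and Clec4f higher (adjusted p = 0.0161 from limma's camera, adjusted p = 0.121 with an estimated correlation). Of 14 stellate cell markers, 9 were lower and 1 higher (adjusted p = 0.00521 from limma's camera, adjusted p = 0.112 with an estimated correlation). The 2 measured neutrophil markers were lower (adjusted p = 0.0167 from limma's camera, adjusted p = 0.138 with an estimated correlation). The lists of T and NK cell, B cell, sinusoidal endothelial, cholangiocyte and hepatocyte markers did not pass. In all, 5980 of 16253 probe sets passed an adjusted p of 0.05 from limma, 2533 higher and 3447 lower (2685 and 3209 with quantile normalization), 499 of them by at least 2-fold (270 higher and 229 lower). Of the 5980, 4493 also passed with dexamethasone alone, 1741 higher in both, 2628 lower in both and 124 in opposite directions, where independent lists would share 2504. Simulated unchanged groups shared 0, with a correlation of fold changes of 0.499 and a covariance of 0.00472 against 0.818 and 0.157 observed, a difference in covariance of 0.153. With no changes in these groups, the 0 cannot show how much of the 4493 comes from shared vehicle arrays. With a different vehicle array for each comparison the covariance was 0.149 and 0.155.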

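GR targets induced by dexamethasone were lower when GW3965 was added, while interferon-stimulated genes were higher. Tat, which breaks down tyrosine, fell by 1.92 from Dex to Dex+GW3965 (SE 0.04, n = 2 arrays per group, adjusted p = 6.5e-16 from limma). Cyp1a1, a cytochrome of xenobiotic metabolism, fell by 3.59 (SE 0.07, adjusted p = 3.1e-16 from limma) and Cdkn1a, an inhibitor of the cell cycle, by 1.25 (SE 0.06, adjusted p = 5.5e-11 from limma). With GW3965 alone, Cyp1a1 stood at -1.93 or lower against vehicle (adjusted p = 1.2e-12 from limma). Part of its fall may thus be an effect of GW3965 that needs no dexamethasone. Of 23 GR targets, 17 were lower and Sgk1, Glul and Mt2A higher in Dex+GW3965 than in Dex (17 and 4 adjusted over the list alone, adjusted p = 1.5e-10 from limma's camera, adjusted p = 0.0443 with an estimated correlation). The last value is 0.082 when all probe sets of a gene are averaged. Of 17 genes of gluconeogenesis and glucose output, 9 were lower and Mpc1 higher (12 and 1 adjusted over the list alone, adjusted p = 3.57e-05 from limma's camera, adjusted p = 0.0925 with an estimated correlation), with Got1 at -1.41. Of 33 interferon-stimulated genes, 28 were higher and none lower (29 and 0 adjusted over the list alone, adjusted p = 1.83e-21 from limma's camera, adjusted p = 0.0106 with an estimated correlation), with Herc6, an Isg15 ligase, at 1.80. Of 20 genes of antigen presentation, 14 were higher and RT1-DMb and RT1-DMa lower (15 and 2 adjusted over the list alone, adjusted p = 8.28e-06 from limma's camera, adjusted p = 0.0894 with an estimated correlation). Of 15 growth hormone and STAT5 targets, 7 were higher and Bcl6 lower (10 and 2 adjusted over the list alone, adjusted p = 0.000279 from limma's camera, adjusted p = 0.0939 with an estimated correlation), with Socs2, which dampens growth hormone signaling, at 1.35. Of 19 genes of cholesterol synthesis, 11 were higher and Insig1 and Hsd17b7 lower (12 and 3 adjusted over the list alone), at the same 2 adjusted p. Spp1, Slc34a2, Slc10a2 and Epcam, 4 of 6 markers of cholangiocytes, were higher as well (adjusted p = 0.000535 from limma's camera, adjusted p = 0.0939 with an estimated correlation). Spp1, at 0.37, loses its call without Dex replicate a (0.19), either GW3965 array (0.37) or Dex+GW3965 replicate a (0.41) or b (0.33). Of 6806 probe sets that changed with dexamethasone, 2626 (38.6%) differed between Dex+GW3965 and Dex at an adjusted p under 0.05 from limma, within 3698 of 16253 tested (2173 higher and 1525 lower in Dex+GW3965, or 1938 and 1819 with quantile normalization and 2364 and 1313 with median centring). Without Dex replicate b or Dex+GW3965 replicate b the 3698 became 2401 or 2376.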

GW3965 treatment did not alter mRNA expression of 202 genes out of these 313 common genes, whereas the remaining 111 genes (∼15% of the total 727 dexamethasone-regulated genes) showed an expression that was significantly different from the dexamethasone treatment alone, indicating that GW3965 influenced dexamethasone-induced changes in these 111 genes. Of these 111 genes, GW3965 treatment altered mRNA expression of 45 (∼6%) genes down-regulated by dexamethasone, and 66 (∼9%) genes up-regulated by this steroid, indicating that GW3965 influences GR-induced transactivation more frequently than transrepression. Furthermore, GW3965 treatment attenuated dexamethasone-induced suppressive and enhancing effect on the mRNA expression of the majority of the 111 genes (Tables S2 and S3). 

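Among genes that dexamethasone raised, Tsc22d3, which encodes GILZ, stood at 1.57 in Dex and 0.89 in Dex+GW3965 (log2 fold changes against vehicle, difference -0.69, SE 0.05, n = 2 arrays per group, adjusted p = 5.5e-08 from limma). Rgs16, a regulator of G protein signaling, stood at 3.69 and 3.13 (difference -0.56, SE 0.13, adjusted p = 0.004 from limma). Among genes that it lowered, Dusp6, a phosphatase of ERK, stood at -2.47 and -0.84 (difference 1.63, SE 0.05, adjusted p = 1.2e-13 from limma) and Gstp3, a glutathione transferase, at -3.71 and -2.86 (difference 0.85, SE 0.04, adjusted p = 3.4e-11 from limma). The difference for Ces2c, the gene dexamethasone raised most, was -0.13 (SE 0.05, adjusted p = 0.09 from limma) and did not pass. Of 2792 probe sets higher after dexamethasone, 1096 (39.3%) differed between Dex+GW3965 and Dex, and of 4014 lower ones 1530 (38.1%), or 1001 without Dex replicate b. Of those changed by at least 2-fold, the shares were 236 of 317 (74.4%) and 245 of 378 (64.8%). These shares were not tested against each other, because probe sets of 1 gene or pathway are not independent. From the larger number among its induced genes, the paper concludes that GW3965 acts more often on transactivation by the GR than on its transrepression.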

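Myc, a transcription factor of cell growth, stood at -1.99 on the log2 scale in Dex and -0.81 in Dex+GW3965, relative to vehicle (difference 1.18, SE 0.09, n = 2 arrays per group, adjusted p = 3e-08 from limma). Igfbp1 stood 1.68 above vehicle in Dex+GW3965 (difference from Dex -1.51, SE 0.07, adjusted p = 1.7e-11 from limma). Fkbp5 stood at 1.78, with a difference from Dex of -1.40. Interferon genes moved the other way, with the transcription factor Irf7 at 2.59 in Dex and 3.67 in Dex+GW3965 (difference 1.08, SE 0.05, adjusted p = 3.6e-11 from limma). Of the 2626 probe sets that changed with dexamethasone and differed between Dex+GW3965 and Dex, 2225 (84.7%) lay closer to vehicle in Dex+GW3965 or beyond it, and 401 lay further from it. Their change in Dex+GW3965 against vehicle was a median of 39.0% of that in Dex, and 562 probe sets had crossed to the other side of vehicle. Among probe sets higher after dexamethasone, 854 moved toward vehicle and 242 away (median 43.5%), and among lower ones 1371 and 159 (36.4%). Of 481 that dexamethasone changed by at least 2-fold, 413 moved toward vehicle and 68 away (62.4%). Probe sets picked for a change on some arrays look smaller on any others. Therefore 704 were picked on replicate a of Dex and vehicle and read on replicate b. There the Dex+GW3965 effect was a median of 0.745 of the Dex effect (quartiles 0.509 and 0.961). Another 730 picked on b and read on a gave 0.767 (0.559 and 0.988).

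**Figure D1:**
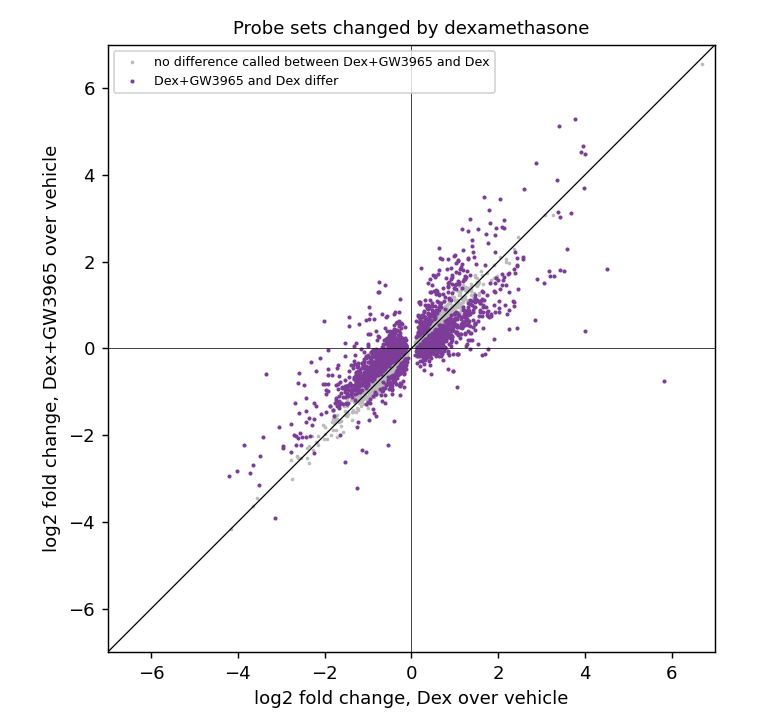
Log2 fold change against vehicle in Dex (x axis) and in Dex+GW3965 (y axis), 1 point for each of the 6806 probe sets that changed with dexamethasone, purple where Dex+GW3965 and Dex differed and grey where no difference was called, with a line of equal effects. Of the purple points, 2225 lie on the side of the line toward the vehicle level and 401 on the side away from it.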

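Dexamethasone raised genes of glycolysis and of drug metabolism and lowered bile acid and cell cycle genes. Of 13 genes of glycolysis and sugar uptake, 10 rose after dexamethasone and none fell (10 and 0 adjusted over the list alone, adjusted p = 0.000241 from limma's camera, adjusted p = 0.0777 with an estimated correlation), with the glycolytic enzyme Eno1 at 0.57 (SE 0.04, n = 2 arrays per group, adjusted p = 1.9e-09 from limma). After GW3965, 2 rose and 3 fell (2 and 4 adjusted over the list alone, adjusted p = 0.599 from limma's camera). Of 19 bile acid genes, 13 fell and 4 rose after dexamethasone (13 and 4 adjusted over the list alone, adjusted p = 0.00684 from limma's camera, adjusted p = 0.0983 with an estimated correlation), with the reductase Akr1d1 at -1.49. After GW3965, 8 fell and 3 rose (9 and 4 adjusted over the list alone, adjusted p = 0.219 from limma's camera). Of 22 genes of fatty acid oxidation, 10 rose and 9 fell after dexamethasone (adjusted p = 0.748 from limma's camera). Their median of -0.00 and mean of 0.03 differ in sign, with Cpt1a, which carries fatty acids into mitochondria, at 1.52 and Ehhadh at -1.58. Of 21 genes of fatty acid and triglyceride synthesis, 8 rose and 9 fell (adjusted p = 0.99 from limma's camera), and their median of 0.04 has another sign than their mean of -0.14 and the test. Of 17 drug-metabolizing enzymes, 12 rose and 5 fell after dexamethasone (12 and 5 adjusted over the list alone, adjusted p = 0.00223 from limma's camera, adjusted p = 0.0916 with an estimated correlation), with Fmo2, a monooxygenase, at 0.96 or more and the retinal dehydrogenase Aldh1a1 at -2.40. Of 19 LXR targets, 11 fell and 4 rose after dexamethasone (adjusted p = 0.231 from limma's camera). Of 14 cell cycle genes, 8 fell after dexamethasone and none rose (9 and 0 adjusted over the list alone, adjusted p = 0.00533 from limma's camera, adjusted p = 0.202 with an estimated correlation, and adjusted p = 0.189 from limma's camera after a filter on mean signal), with the mitotic kinase Cdk1 lower by at least 0.47. Lists were tested with limma's camera at a preset correlation of 0.01.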

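Interferon-stimulated genes were higher in each treated group, while the lists of cytokines, antigen presentation and the acute phase did not pass after dexamethasone. The cytokine list lay at the threshold and passed when all probe sets of a gene were averaged (adjusted p = 0.0488 from limma's camera). With an estimated correlation as well it did not pass (0.138). In the interferon list the median log2 difference from vehicle was 1.29 and 1.33 on the 2 Dex arrays, 0.53 and 0.60 on the GW3965 arrays and 2.13 and 2.17 on the Dex+GW3965 arrays. Of 26 genes of cytokines, chemokines and inflammation, 12 fell and 5 rose after dexamethasone (12 and 5 adjusted over the list alone, adjusted p = 0.0507 from limma's camera), with Il1b, the cytokine interleukin 1 beta, lower by at least 1.29 (n = 2 arrays per group, adjusted p = 8.1e-09 from limma). After GW3965, 8 rose and Il33, Cxcl1, Ccl9 and Il1r1 fell (8 and 4 adjusted over the list alone, adjusted p = 0.00246 from limma's camera, adjusted p = 0.0883 with an estimated correlation). Of these, the chemokine Cxcl9 stood at 0.84. Of 20 genes of antigen presentation, 6 rose and 8 fell after dexamethasone (adjusted p = 0.828 from limma's camera). After GW3965, 8 rose and Cd74, RT1-Db1 and RT1-Da fell (9 and 4 adjusted over the list alone, adjusted p = 0.00216 from limma's camera, adjusted p = 0.113 with an estimated correlation), with Psmb9, a subunit of the immunoproteasome, at 0.71. Of 18 acute phase genes, 4 rose and 11 fell after dexamethasone (adjusted p = 0.677 from limma's camera), with a median of -0.15 and a mean of 0.11, and A2m, a protease inhibitor, rose by 3.41. Markers of cell types moved beside them. Of 13 Kupffer cell markers, 9 fell and Cd163 rose after dexamethasone (9 and 2 adjusted over the list alone, adjusted p = 0.00566 from limma's camera, adjusted p = 0.0983 with an estimated correlation). After GW3965, 6 rose and Lyz2 fell (7 and 1 adjusted over the list alone, adjusted p = 0.000157 from limma's camera, adjusted p = 0.0847 with an estimated correlation). Of 14 stellate cell markers, 9 fell after GW3965 and none rose (10 and 0 adjusted over the list alone, adjusted p = 9.9e-05 from limma's camera, adjusted p = 0.0847 with an estimated correlation). Of 6 T and NK cell markers, Prf1 and Lck fell and Gzmb, a protease of killer cells, rose after dexamethasone, at levels not above background (3 and 1 adjusted over the list alone, adjusted p = 0.431 from limma's camera). The call of Gzmb is lost without vehicle replicate a (0.26) or Dex replicate a (0.43).

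**Figure D2:**
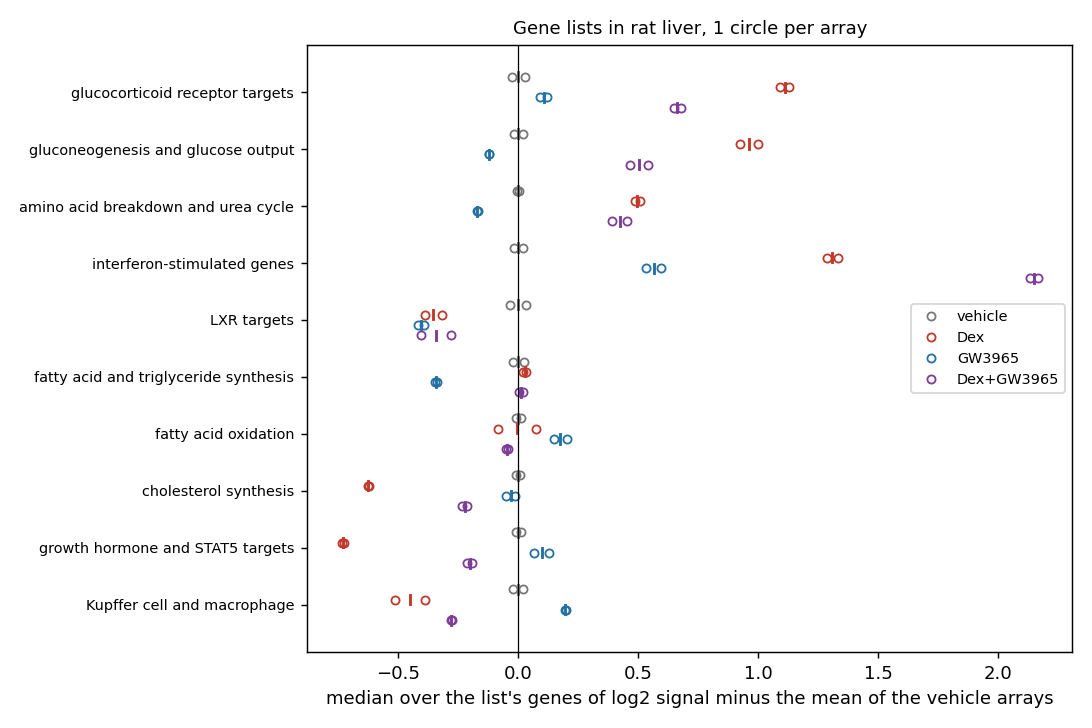
Median over the genes of each of 10 lists of the log2 signal minus the mean of the 2 vehicle arrays (x axis), 1 circle per array and a short line at each group's mean. In the interferon list the arrays of Dex+GW3965 lie to the right of those of Dex, while in the list of GR targets they lie to the left.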

Numbers of the genes in some specific biological pathways regulated by dexamethasone and/or GW3965 are also shown in Fig. 5E.

**Figure 5:**
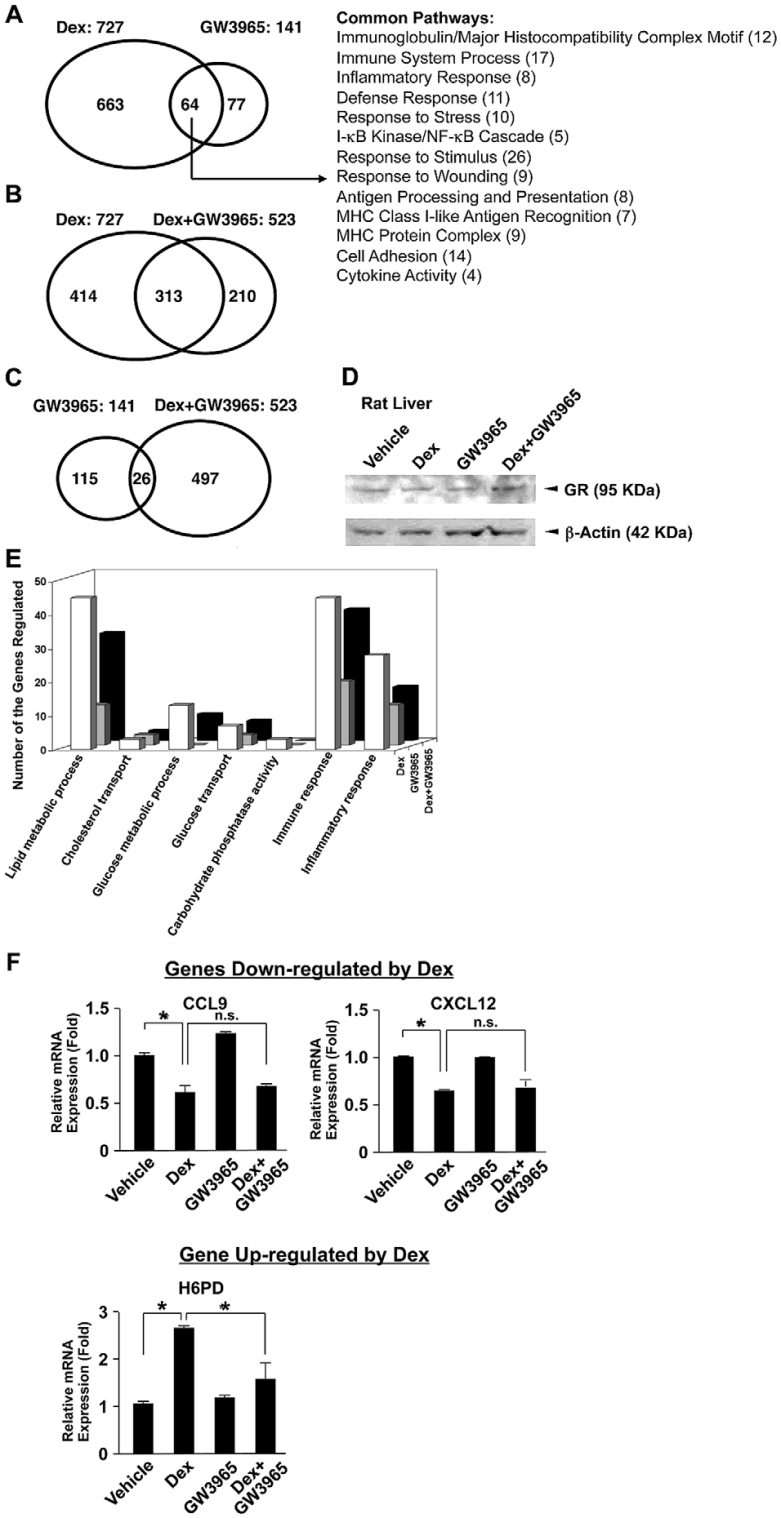
GW3965 alters dexamethasone-induced mRNA expression of its responsive genes in rat liver in microarray analysis. A, B and C: GW3965 modulates the transcriptional activity of a fraction of dexamethasone-responsive genes. Venn diagrams demonstrating the number of genes regulated by dexamethasone (Dex) and/or GW3965 (A), Dex and/or Dex+GW3965 (B) and GW3965 and/or Dex+GW3965 (C). The common biologic pathways regulated independently by Dex or GW3965 are also demonstrated in the right side of panel A. D. The 72-hour GW3965 treatment does not alter GR protein levels in the rat liver. Tissue lysates were prepared from rat livers treated with indicated compounds. GR (*upper panel*) and β-actin (*lower panel*) were visualized with their specific antibodies in Western blots. E. The number of genes regulated by Dex and GW3965 in respective biologic pathways is shown. Nomenclatures of the demonstrated biologic activities are based on the ontology of the Gene Ontology: http://www.geneontology.org. F. GW3965 does not influence mRNA expression of dexamethasone-suppressive genes in rat livers. Total RNA was harvested from rat livers and mRNA levels of *Ccl9* (*left upper panel*), *Cxcl12* (*right upper panel*) and *H6pd* (*lower panel*) were measured with the SYBR-Green real-time PCR. Bars represent mean ± S.E. values of the fold induction of mRNA expression. *: p<0.01, n.s.: not significant between the two conditions indicated. Dex: dexamethasone.

In contrast to the effect of GW3965 on GR-induced transcriptional activity, only 26 genes out of 141 GW3965-responsive genes were influenced by the addition of dexamethasone (Fig. 5C), suggesting that in the rat liver the GR influence on LXR actions is not as strong as that of LXRs on GR actions. 

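Cyp7a1 fell less with GW3965 when dexamethasone was also given, and 12 of 22 genes of fatty acid oxidation had a negative interaction of the 2 compounds. Cyp7a1 stood at -2.24 in Dex+GW3965, and its interaction term, the GW3965 effect with dexamethasone minus that without, was 1.92 (SE 0.08, n = 2 arrays per group, adjusted p = 1e-11 from limma). Angptl4, an inhibitor of lipoprotein lipase, stood at 0.63, with an interaction of -2.29 (SE 0.07, adjusted p = 6.2e-13 from limma). Egr1, an immediate early transcription factor, stood at 1.56 with GW3965 and -0.72 with both (interaction -2.21, SE 0.09, adjusted p = 1e-11 from limma). In the list of fatty acid oxidation, beside these 12, Cd36, Fabp1 and Pdk4 had a positive interaction (13 and 3 adjusted over the list alone, adjusted p = 0.000152 from limma's camera, adjusted p = 0.142 with an estimated correlation). Of the 12 genes of this list that GW3965 alone raised, Ehhadh, Bdh1, Vnn1 and Acot2 were higher and Cyp4a3, Pex11a and Angptl4 lower in Dex+GW3965 than in Dex, which shows the GW3965 effect under dexamethasone on arrays that did not choose them. Of 21 genes of fatty acid and triglyceride synthesis, 15 had a positive and 3 a negative interaction (15 and 3 adjusted over the list alone, adjusted p = 0.000993 from limma's camera, adjusted p = 0.147 with an estimated correlation). Of 19 bile acid genes, 12 were positive and Slco1a4, a transporter, negative (12 and 1 adjusted over the list alone, adjusted p = 0.00232 from limma's camera, adjusted p = 0.138 with an estimated correlation). Of 19 LXR targets, 11 were positive and Abca1 on its brightest probe set negative (11 and 1 adjusted over the list alone, adjusted p = 0.0105 from limma's camera, adjusted p = 0.372 with an estimated correlation, and adjusted p = 0.0519 from limma's camera without Dex replicate a). Of 3325 probe sets that changed with GW3965, 1930 (58.0%) had an interaction at an adjusted p under 0.05 from limma, 2066 differed between Dex+GW3965 and GW3965, and 1640 passed in the same direction in Dex+GW3965. Of 6806 that changed with dexamethasone, 2788 (41.0%) had an interaction, and of all 16253 22.8%. A choice by the change on the same arrays favors an interaction, so 141 probe sets were chosen at 2-fold on replicate a of GW3965 and vehicle and read on replicate b. There the difference between Dex+GW3965 and Dex was a median of 0.152 of that between GW3965 and vehicle (quartiles -0.11 and 0.501). Another 129 chosen on b and read on a gave 0.145 (-0.0959 and 0.514). In all, 2184 of the 3325 passed in Dex+GW3965, 479 higher in both, 1161 lower in both and 544 in opposite directions, where independent lists would share 1223, and without GW3965 replicate a or b the 2184 became 1426 or 1286. Simulated unchanged groups gave a covariance of 0.00474 against 0.0369 observed and a correlation of 0.501 against 0.363, a difference in covariance of 0.0322. With a different vehicle array for each comparison the covariance was 0.03 and 0.0329.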

To examine whether the 72-hour GW3965 treatment alters GR protein levels in the rat liver, we performed Western blots for GR in the liver of rats treated for 72 hours, and found that GW3965 did not alter GR protein levels (Fig. 5D). . These results rule out the possibility of GW3965 altering dexamethasone-induced gene expression by affecting GR expression levels

In Table 1, we summarized the gene-selective effects of LXRs on GR-induced transcriptional activity. We cited some of the genes known to be associated with the transrepressive activity of the GR, such as the stem cell factor (*Scf*), chemokine (C-C motif) ligand 9 (*Ccl9*), interleukin 33 (*Il33*) and chemokine (C-X-C motif) ligand 12 (*Cxcl12*) genes, which encode proteins that belong to the family of cytokines involved in immunoregulatory and inflammatory processes, and are often induced by proinflammatory stimuli [27], the cyclin D1 gene (*Ccnd1*), a key regulator of cell proliferation whose overexpression plays a role in tumorigenesis [28], and the cytokine-inducible SH2-containing protein (*Cish*), which belongs to the cytokine-induced STAT inhibitor (CIS) family, whose members are induced by cytokines and act as negative regulators of cytokine signaling [29]. 

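Dexamethasone lowered Ccl9, Il33, Cxcl12, Ccnd1 and Cish, and the addition of GW3965 returned Ccnd1 part of the way and Cish past the vehicle level. Ccnd1 was 8.97 ± 0.03 on the log2 scale (SD, n = 2 arrays) in vehicle, 6.53 ± 0.18 in Dex and 7.84 ± 0.08 in Dex+GW3965. Its log2 fold change was -2.44 in Dex, and that in Dex+GW3965 was 46.4% of it (difference between Dex+GW3965 and Dex 1.30, SE 0.08, adjusted p = 1.3e-09 from limma). Its other probe sets read -1.68 and -1.50 in Dex and -0.81 and -0.91 in Dex+GW3965. Cish was 8.01 ± 0.01 in vehicle, 6.01 ± 0.03 in Dex and 8.65 ± 0.02 in Dex+GW3965 (difference 2.65, SE 0.07, adjusted p = 1.3e-14 from limma). Ccl9 was 12.89 ± 0.05, 11.75 ± 0.05 and 12.05 ± 0.06 in these groups, a fall of 2.21-fold with dexamethasone and a difference of 0.30 between Dex+GW3965 and Dex (SE 0.04, adjusted p = 2.8e-05 from limma). Cxcl12 was 11.64 ± 0.06, 9.29 ± 0.02 and 10.04 ± 0.05, with a difference of 0.75 (SE 0.04, adjusted p = 5.1e-10 from limma). Its 3 probe sets read between -2.43 and -2.21 in Dex and between -1.60 and -1.33 in Dex+GW3965. Il33 stood at -2.40 in Dex and -2.28 in Dex+GW3965, 5.29-fold and 4.87-fold. Its difference of 0.12 (SE 0.07, adjusted p = 0.26 from limma) did not pass, and the 95% interval around it is 0.15 to either side. The other probe set of Il33 read -1.80 in Dex and -1.89 in Dex+GW3965. Kitlg, which encodes stem cell factor (Scf), was not tested, since all 4 of its probe sets lie below the medians of the arrays. In vehicle they read 2.89 to 4.05, and their log2 difference with dexamethasone was between -0.47 and 0.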

Dexamethasone down-regulated mRNA expression of all these genes, while GW3965 did not significantly influence the suppressive effect of dexamethasone on the mRNA expression of the *Scf*, *Ccl9*, *Il33*, or *Cxcl12* genes; In contrast, GW3965 reversed the negative effect of dexamethasone on the mRNAs of the *Ccnd1* and *Cish* genes. 

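Dexamethasone raised Pfkfb1, Slc2a5, G6pc and H6pd. Pfkfb1, which makes and breaks down fructose 2,6-bisphosphate, rose from 10.03 ± 0.09 to 12.27 ± 0.02 on the log2 scale (SD, n = 2 arrays per group), a 4.74-fold rise (log2 fold change 2.24, SE 0.04, adjusted p = 6.5e-17 from limma). Slc2a5, the fructose transporter GLUT5, rose from 8.08 ± 0.09 to 9.23 ± 0.09 (log2 fold change 1.16, SE 0.08, adjusted p = 1.9e-09 from limma). G6pc, the catalytic subunit of glucose-6-phosphatase, rose from 10.53 ± 0.04 to 12.01 ± 0.00, a 2.78-fold rise (log2 fold change 1.47, SE 0.04, adjusted p = 2.6e-15 from limma). The platform annotation gives the G6pc probe set several symbols, and it is named here through the accession in the paper's table. Another probe set of G6pc, named in the same way, stood at 1.36 in Dex, 0.44 in GW3965 and 0.35 in Dex+GW3965. H6pd, which makes NADPH in the endoplasmic reticulum, rose from 9.94 ± 0.05 to 11.14 ± 0.04 (log2 fold change 1.21, SE 0.04, adjusted p = 2e-13 from limma). GW3965 alone raised G6pc by 0.51 (adjusted p = 3.2e-08 from limma) and lowered H6pd by 0.24 (adjusted p = 0.00082 from limma). Pfkfb1 changed by 0.05 with GW3965 (adjusted p = 0.5 from limma), which did not pass, and Slc2a5 by -0.35 (adjusted p = 0.0045 from limma), which does not pass without GW3965 replicate a.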

Dexamethasone up-regulated mRNA expression of the 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1 (*Pfkfb1*) gene, which encodes a protein functioning as an activator of glycolysis and an inhibitor of gluconeogenesis, the *Slc2a5* gene encoding the glucose/fructose transporter protein member 5 (GLUT5) that regulates glucose and fructose transport from the intestinal lumen into the enterocytes [30], [31], the *G6Pase* gene, the hexose-6-phosphate-dehydrogenase (*H6pdh*) gene, encoding an enzyme generating reduced nicotinamide adenine dinucleotide phosphate (NADPH) that is required by 11β-hydroxysteroid dehydrogenase type 1 (11β-HSD1) for the activation of glucocorticoids [32]. 

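Dexamethasone raised Lpin1, which encodes a phosphatidate phosphatase, from 8.46 ± 0.04 to 11.52 ± 0.02 on the log2 scale (SD, n = 2 arrays per group), an 8.3-fold rise (log2 fold change 3.05, SE 0.05, adjusted p = 2.2e-18 from limma), and another probe set of the gene gave 3.29. Sds, serine dehydratase, rose from 7.76 ± 0.10 to 11.29 ± 0.14, an 11.5-fold rise (log2 fold change 3.52, SE 0.07, adjusted p = 4.2e-17 from limma). With GW3965 alone Lpin1 differed from vehicle by 0.08 (adjusted p = 0.29 from limma), which did not pass. Sds differed by -0.28 (adjusted p = 0.0058 from limma), a call that is lost without vehicle replicate a or without GW3965 replicate b.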

Activated GR also increased mRNA expression of the lipin 1 (*Lpin1*) and serine dehydratase (*Sds*) genes, as previously reported [33]: The former encodes a member of the lipin enzyme family that plays a role in human triglyceride metabolism and influences glucose homeostasis in diverse organs and tissues, including the liver [34], while the latter gene product converts serine to pyruvate and is involved in gluconeogenesis [35]. 

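Adding GW3965 to dexamethasone lowered G6pc, H6pd, Lpin1, Sds and Pfkfb1 relative to dexamethasone alone. G6pc was 10.96 ± 0.02 on the log2 scale in Dex+GW3965 (SD, n = 2 arrays), below Dex by 1.05 (log2 difference -1.05, SE 0.04, adjusted p = 1.5e-12 from limma). It was above vehicle by 0.42 (adjusted p = 8.1e-08 from limma), but against GW3965 alone it stood at -0.08 (SE 0.04, adjusted p = 0.1 from limma), which did not pass. H6pd was 10.55 ± 0.05 (difference from Dex -0.60, SE 0.04, adjusted p = 1.5e-08 from limma), with a change from vehicle 50.5% of that in Dex, and above vehicle by 0.61 (adjusted p = 3.5e-09 from limma) and GW3965 alone by 0.84 (adjusted p = 4.1e-11 from limma). Lpin1 was 9.96 ± 0.04 (difference -1.55, SE 0.05, adjusted p = 1.1e-13 from limma), or 49.1% in this measure. Sds was 9.54 ± 0.01 (difference -1.74, SE 0.07, adjusted p = 3e-12 from limma). Pfkfb1 was 11.76 ± 0.02 (difference -0.51, SE 0.04, adjusted p = 1.5e-07 from limma), or 77.2%. Slc2a5 was 9.42 ± 0.00, and its difference of 0.18 (SE 0.08, adjusted p = 0.12 from limma) did not pass, with a 95% interval of 0.17 to either side.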

GW3965 completely suppressed dexamethasone-induced mRNA expression of *G6Pase* and *H6pd*, and significantly repressed that of *Lpin1* and *Sds*, while it did not affect dexamethasone-mediated induction of *Pfkfb1* and *Slc2a5* mRNA. In contrast, GW3965 significantly enhanced dexamethasone-induced mRNA expression of the interferon-induced protein 44 (Ifi44) and the 2′-5′ oligoadenylate synthetase 1A (Oas1a), both of which play key roles in innate immune responses against viral infections [36], [37]. 

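Ifi44 rose from 6.17 ± 0.05 on the log2 scale (SD, n = 2 arrays) in vehicle to 8.12 ± 0.05 in Dex and 8.95 ± 0.08 in Dex+GW3965, a difference of 0.83 between the treated groups (SE 0.08, adjusted p = 9.9e-07 from limma). Oas1a rose from 5.92 ± 0.10 to 9.91 ± 0.04 and 10.40 ± 0.05, a difference of 0.49 (SE 0.06, adjusted p = 1.3e-05 from limma). GW3965 alone raised Ifi44 by 0.44 (adjusted p = 0.0011 from limma) and Oas1a by 2.01 (adjusted p = 2.2e-13 from limma). On the log2 scale, where a sum of effects is a product of folds, the effect of both compounds was thus below the sum of the single effects for Oas1a (interaction -1.53, SE 0.09, adjusted p = 7.3e-10 from limma). For Ifi44 it was above the sum (interaction 0.39, SE 0.12, adjusted p = 0.025 from limma). That call is lost without vehicle replicate a, Dex replicate a, GW3965 replicate a or Dex+GW3965 replicate b, where the interaction was 0.35, 0.35, 0.28 and 0.33.

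**Figure D3:**
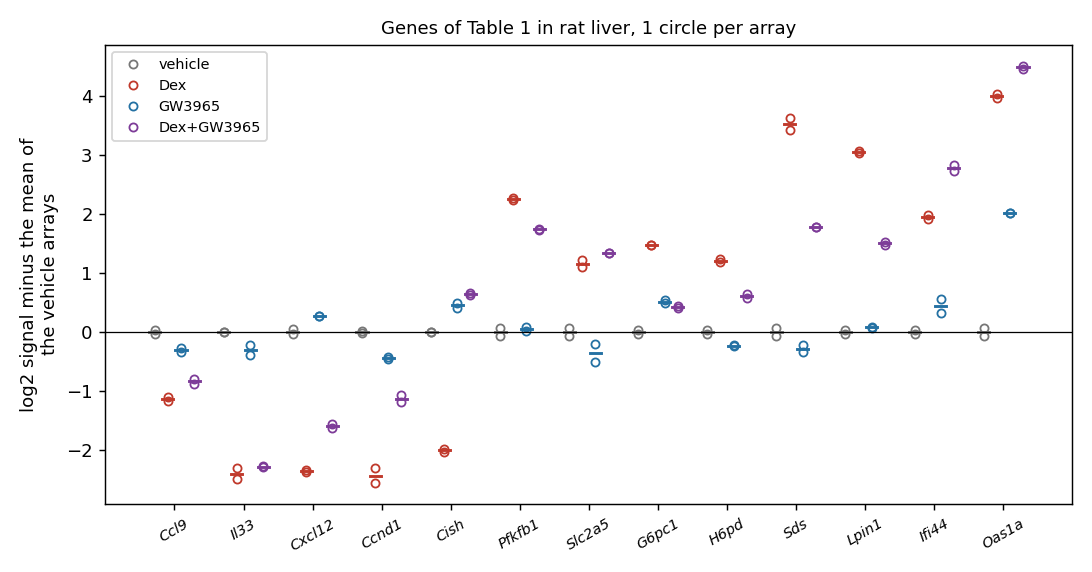
Log2 signal minus the mean of the 2 vehicle arrays (y axis) for 13 genes of Table 1, 1 panel per gene and 1 circle per array in vehicle, Dex, GW3965 and Dex+GW3965. Cish lies below vehicle in Dex and above it in Dex+GW3965, and Ifi44 and Oas1a lie highest in Dex+GW3965.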

We confirmed our microarray results by examining in the reconstituted real-time PCR assays mRNA expression of the *Ccl9* and *Cxcl12* genes, as representatives of the genes down-regulated by dexamethasone (Fig. 5F, *upper panel*), and the *H6pd* gene, as a representative of genes up-regulated by this steroid (Fig. 5F, *lower panel*). Taken together, these results are consistent with our findings obtained in transient transfection-based reporter assays that LXRs regulate GR-transcriptional activity in a gene-specific fashion.

**Table 1:** mRNA Expression of Selective Glucocorticoid-responsive Genes in the Liver of Rats Treated with Dexamethasone in the Absence or Presence of GW3965.

Protein	Gene symbol	Log ratio Dex*	Log ratio Dex+GW3965*
Stem cell factor	*Scf*	−2.350	−2.639
Chemokine (C-C motif) ligand 9	*Ccl9*	−1.141	−1.172
Interleukin 33	*Il33*	−2.402	−2.282
Chemokine (C-X-C motif) ligand 12	*Cxcl12*	−2.205	−1.599
Cyclin D1	*Ccnd1*	−2.435	−1.131
Cytokine inducible SH2-containing protein	*Cish*	−2.008	Not significant
6-Phosphofructo-2-kinase/fructose-2,6-biphosphatase 1	*Pfkfb1*	2.244	1.732551669
Solute carrier family 2 (facilitated glucose/fructose transporter), member 5	*Slc2a5*	1.155	1.336
Glucose-6-phosphatase	*G6pc*	1.473	Not significant
Hexose-6-phosphate dehydrogenase (glucose-1-dehydrogenase)	*H6pd*	1.206	Not significant
Serine dehydratase	*Sds*	3.521152	1.778876
Lipin 1	*Lpin1*	3.052642	1.49767
Interferon-induced protein 44	*Ifi44*	1.945108	2.775536
2′-5′ Oligoadenylate synthetase 1A	*Oas1a*	3.992291	4.477496

Dex: dexamethasone.

* : Results demonstrated were sorted from those of the microarray analyses.

### LXRα/RXRα heterodimer competes with GR for binding to GREs

To examine the mechanism(s) underlying LXR-induced repression of GR transcriptional activity, we examined the effect of LXRα/RXRα overexpression on the binding of GR to its DNA recognition sequences GREs *in vitro* and *in vivo* (Fig. 6), granted that we noticed in the transfection experiment that LXRα/RXRα and GR competed with each other for dexamethasone-mediated activation of the MMTV promoter (Fig. 1). In our *in vitro* GR/GRE binding assay, nuclear GR extracted from HeLa cells bound to the classic consensus immobilized GRE oligonucleotide in a dexamethasone-dependent fashion, while free oligonucleotides encoding wild type, but not mutated, GREs inhibited this binding (Fig. 6A). Over-expression of LXRα/RXRα in these cells attenuated dexamethasone-mediated association of GR to immobilized GREs (Fig. 6A, *upper panel*). Overexpression of LXRα/RXRα did not influence dexamethasone-induced accumulation of GR in the nucleus in the samples used in our *in vitro* GR/GRE-binding assay (Fig. 6A, *lower panel*). We next examined the effect of over-expressed LXRα/RXRα on the association of GR to endogenous G6Pase and GILZ GREs in chromatin immunoprecipitation (ChIP) assays (Fig. 6B). In HeLa cells, GR bound to G6Pase and GILZ GREs in a dexamethasone-dependent fashion. Over-expression of LXRα along with RXRα strongly inhibited this dexamethasone-mediated association of GR to G6Pase GREs in a dose-dependent fashion (Fig. 6B, left *upper panel*), while it demonstrated a weaker suppressive effect on the association of GR to GILZ GREs, also in a dose-dependent fashion (Fig. 6B right *upper panel*). When we used anti-LXRα antibody for pull-down of protein/DNA complexes, some background precipitation of LXRα to G6Pase, but not GILZ, GREs was observed in the absence of dexamethasone (Fig. 6B, left and right *middle panels*, white bars). RXRα was more obviously co-precipitated both with G6Pase and GILZ GREs by anti-RXRα antibody in the absence of dexamethasone (Fig. 6B, left and right *lower panels*, white bars). Dexamethasone weakly attenuated co-immunoprecipitation of LXRα or RXRα with G6Pase GREs, while it strongly suppressed RXRα co-immunoprecipitation with GILZ GREs. Over-expression of LXRα/RXRα competed with dexamethasone-induced inhibition of their binding with G6Pase and GILZ GREs (Fig. 6B, left and right *middle* and *lower panels*). Pull-down with negative control IgG did not show any difference in the precipitation of G6Pase or GILZ-GREs throughout the experiment (data not shown). We also found association of LXRα and RXRα on G6Pase, but not GILZ, GREs in HepG2 cells (data not shown), consistent with our results demonstrating the suppressive effect of LXRα/RXRα on GR transcriptional activity in these cells (Fig. 3).

**Figure 6:**
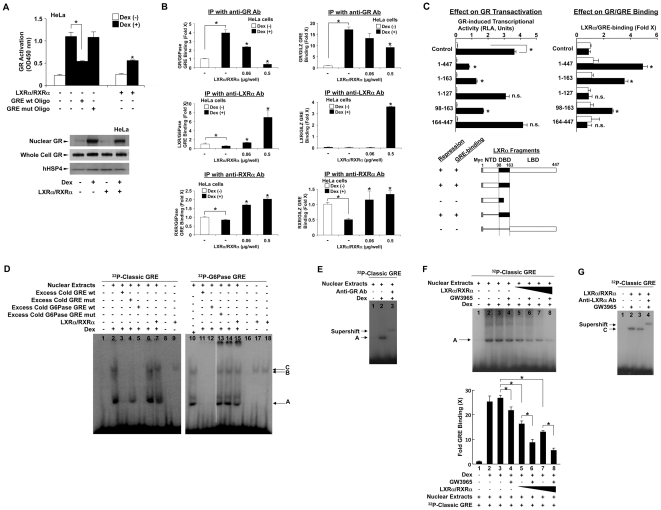
LXRα/RXRα attenuates the association of GR to GREs *in vitro* and *in vivo*. A. *Upper panel*: LXRα/RXRα suppresses association of the GR to its classic consensus GRE *in vitro*. HeLa cells were transfected with pCMX-hLXRα and pCMX-hRXRα, or their carrying plasmid pCMX, and were treated with or without 10^−6^ M dexamethasone for 2 hours. Nuclear extracts were harvested from the cells and the binding activity of GR to GREs was evaluated in the presence or absence of wild type (wt) or mutant (mut) GRE oligonucleotides (Oligos) using the TRansAM™ GR kit (Active Motif). Bars represent mean ± S.E. values of the absorbance at 450 nm in the presence or absence of 10^−6^ M of dexamethasone. *: p<0.01, compared to the condition transfected with the control plasmid in the presence of dexamethasone and in the absence of GRE Oligos or between the two conditions indicated. Dex: dexamethasone. *Lower panel*: Overexpression of LXRα/RXRα does not influence dexamethasone-induced translocation of GR from the cytoplasm into the nucleus. Nuclear extracts obtained from HeLa cells were run on 4–20% SDS-PAGE gels, blotted to nitrocellulose membranes and GR (*upper panel*: nuclear GR, *middle panel*: whole cell GR) and hHSP4 (*lower panel*) were visualized with their specific antibodies in Western blots. B. LXRα/RXRα overexpression differentially affects the association of GR to its GREs in ChIP assays. HeLa cells were transfected with the empty control pCMX vector, or pCMX-hLXRα and -hRXRα, treated with or without 10^−6^ M dexamethasone, and ChIP assays were performed using anti-hGRα, anti-hLXRα and anti-hRXRα antibodies. Bars represent mean ± S.E. values of the fold precipitation of G6Pase GREs (*left panel*) or GILZ GREs (*right panel*) determined in the SYBR Green-based real-time PCR. *: p<0.01, n.s.: not significant, compared to the condition transfected with the control plasmid in the presence of dexamethasone or between the two conditions indicated. Dex: dexamethasone, IP: immunoprecipitation. C. DBD of LXRα confers LXRα-mediated repression of GR transcriptional activity and binding to G6Pase GREs. HCT116 cells were transfected with pRShGRα together with pMMTV-Luc and pGL4.73[*hRluc*/SV40], pCMX-hRXRα and the pCDNA3-6myc plasmid expressing wild type LXRα (1–447) or indicated LXRα mutants. Cells were incubated in the presence (black columns) or absence (white columns) of 10^−6^ M dexamethasone. Using aliquots of cell lysates, luciferase assays were performed. ChIP assays were also performed by treating cells with 4% formaldehyde, and by precipitating LXRα/G6Pase GREs with anti-Myc-antibody. Bars represent mean ± S.E. values of the firefly luciferase activity normalized for the renilla luciferase activity (*left panel*) or of the fold precipitation of G6Pase GREs (*right panel*) determined in the SYBR Green-based real-time PCR in the presence or absence of 10^−6^ M dexamethasone. *: p<0.01, n.s.: not significant, compared to the condition treated with dexamethasone in the absence of LXRα/RXRα or between the two conditions indicated. NTD: N-terminal domain, DBD: DNA-binding domain, LBD: ligand-binding domain. D, E, F, G. LXRα/RXRα heterodimer binds to classic consensus and G6Pase GREs in gel mobility shift assays and reduces GR binding to its GREs. D. Nuclear extracts from HeLa cells or LXRα/RXRα recombinant proteins were incubated with ^32^P-labeled classic consensus GRE (*left panel*) or G6Pase GRE (*right panel*) with dexamethasone (Dex) in the presence or absence of an excess amount (50-fold molar excess) of unlabeled classic consensus GRE wild type (wt), GRE mutated (mut), G6Pase GRE wt, or G6Pase GRE mut. E. Nuclear extracts from HeLa cells were incubated with ^32^P-labeled classic consensus GRE in the presence or absence of dexamethasone (Dex) and in the presence or absence of anti-GR antibody (Anti-GR Ab). F. Nuclear extracts from HeLa cells were incubated with ^32^P-labeled classic consensus GRE in the presence or absence of dexamethasone (Dex) and/or GW3965 under the presence of increased amounts of LXRα/RXRα recombinant proteins (*upper panel*). The intensities of band A from 3 independent experiments including that shown in the upper panel were measured with the image J software and fold GRE binding was calculated by comparing to control (lane 1) (*lower panel*). Bars represent mean ± S.E. values of fold GRE binding from 3 independent experiments. *: p<0.01, compared to the conditions indicated. G. LXRα/RXRα recombinant proteins were incubated with ^32^P-labeled classic consensus GRE in the presence or absence of GW3965 and anti-LXRα antibody (Anti-LXRα Ab).

Our data suggesting that LXRα might impair GR activity by competing with GR for GRE binding highlights a probable role of the LXRα DBD. Thus, we examined the effect of a series of LXRα mutants on GR-induced transcriptional activity in HCT116 cells together with their binding to G6Pase GREs in ChIP assays. Expression of such LXR mutants from the plasmids employed was previously reported [38]. We found that the repressive effect of LXRα on GR-induced transcriptional activity was associated with the presence of its DBD, while this domain of LXRα was critical for binding to the GREs (Fig. 6C), These results indicate that LXRα competes with GR for binding to GREs and subsequent activation of transcription via its DBD.

To further investigate the mechanism by which LXRα/RXRα reduce the binding of GR to GREs, we performed gel mobility shift assays using nuclear extracts from HeLa cells and ^32^P-radiolabeled classic consensus GRE wild type (wt) or G6Pase GRE wt (Fig. 6D, *left and right panels*, respectively). Under the dexamethasone treatment, we identified two protein(s)-DNA complexes A and B for these GREs. The stable protein-DNA complex A (Fig. 6D, complex A, *lanes 2 and 10*) was produced as a result of GRE sequence-specific binding to GR, since the presence of anti-hGR antibody produced a supershift of the complex (Fig. 6E) and the addition of 50-fold excess of cold classic consensus GRE wild type (wt) or G6Pase GRE wt completely abolished it, while both classic consensus GRE mutant (mut) and G6Pase GRE mut, failed to do so (Fig. 6D, complex A in *lanes 3, 5, 11 and 12*, and complex A in *lanes 4 and 13*, respectively). In contrast, the complex B formed with radiolabeled classic consensus GRE wt did not indicate specific binding since both cold wild type and mutated GREs of the classic as well as the G6Pase type abolished it (Fig. 6D, complex B in *lanes 3, 4 and 5*). However, complex B formed with G6Pase GRE wt might represent specific binding of GR with this GRE, as G6Pase-GRE mut failed to abolish it (Fig. 6D, complex B in *lane 13*). Addition of recombinant LXRα/RXRα proteins to the nuclear extracts clearly decreased the band intensity of complex A produced with radiolabeled classic and wt G6Pase GREs (Fig. 6D, *lanes 6 to 7* and *lanes 14 to 15*). The decrease of GR association to its classic GREs was dose-dependent on the amounts of LXRα/RXRα (Fig. 6F, *upper panel*, compare *lanes 3 to 5 and 7*, and *lower panel*, compare *columns 3 to 5 and* 7). When GW3965 were added to the nuclear extracts, a significant decrease in GR binding to its classic radiolabeled GRE was observed both in the presence or absence of recombinant LXRα/RXRα (Fig. 6F, *upper panel*, compare *lanes 3 to 4; 5 to 6 and 7 to 8* and *lower panel*, compare *columns 3 to 4; 5 to 6; 7 to 8*). Furthermore, the incubation of classic GREs with recombinant LXRα/RXRα proteins in the absence of nuclear extracts developed a new protein(s)-DNA complex C, with similar migration properties as complex C in Fig. 6D (*lanes 9, 17 and 18*), indicating that LXRα and/or RXRα made a complex with radiolabeled classic and wt G6Pase GREs. Addition of GW3965 treatment enhanced the binding of LXRα/RXRα to the classic GRE (Fig. 6G, compare *lane 2 to 3*), whereas the presence of anti-hLXRα antibody resulted in a supershift of complex C (Fig. 6G, *lane 4*). These results indicate that LXRα/RXRα bind to GREs and decrease the association of GR to its GREs by competing with GR.

## Discussion

We demonstrated that ligand-activated LXRs regulated GR-induced transcriptional activity in a gene-specific fashion. This activity of the LXRs appeared to be more on the transactivating, and less on the transrepressing actions of glucocorticoids. This interaction was observed *in vivo* in the regulation of circulating glucose levels as an end-biological marker, as well as in the mRNA expression of G6Pase, a key enzyme in glucose metabolism, in both rat and mouse livers. In microarray analysis, the mutual effects between the LXRs and the GR were observed primarily from the direction of the former towards the latter. Consistent with the above findings, we demonstrated that LXRα/RXRα competed with GR for binding to consensus, as well as G6Pase and GILZ GREs *in vitro* and *in vivo*. These results were further confirmed by gel mobility shift assays in which LXRα/RXRα recombinant proteins were used to examine their interaction with classic or G6Pase GREs. This unexpected regulatory mechanism was previously observed with other nuclear receptors: RXRβ and its heterodimer partner peroxisome proliferator-activated receptor α interact with the estrogen response elements and regulate the expression of estrogen-responsive genes by competing with the estrogen receptor α for these DNA sequences [39], [40]. Although we examined only few GREs, we expect that LXR/RXR may bind GREs located in various glucocorticoid-responsive promoter regions to differentially regulate GR-induced transcriptional activity in a gene-specific fashion; this would explain at least in part the changes observed in our transcriptome analysis using microarrays.

LXRs are also known to repress actively some of their responsive genes, such as the inducible nitric oxide synthase (iNOS), by attracting corepressor NCoR [41], [42]. We examined the contribution of NCoR to LXR-mediated repression of GR-induced transcriptional activity using transient transfection-based reporter assays, but did not find an apparent cooperation between NCoR and the LXRs (data not shown). Thus, attraction of corepressors to GREs through LXRs/RXRs does not appear to be contributory to LXR-mediated repression of GR transcriptional activity.

GR-mediated transcriptional regulation is quite complex, with some effects exerted via direct binding of GR to GREs and others through protein-protein interactions with various transcription factors and/or cofactors [11]. Although the former correlates more with the transactivational than with the transrepressive effects of glucocorticoids, while the latter with the transrepressive rather than the transactivational activity of these steroids, this is not exclusive [43], [44]. We assume that such complex regulation of GR transcriptional activity is reflected in our microarray-based transcriptome analysis and our hypothesis is that activation of LXRs prevents primarily GRE-mediated transactivation and secondarily transrepression through competition between these receptors and the GRs for binding to GREs or interacting with other transcription factors. Indeed, the genes down-regulated by dexamethasone and further regulated by GW3965 may contain negative GREs through which the latter compound might have attenuated the suppressive effect of dexamethasone. Further study examining presence of negative GREs in the promoter regions of LXR/RXR-influenced glucocorticoid-responsive genes is necessary to verify this hypothesis.

During preparation of this manuscript, Patel *et al.* reported that LXRβ was required for some metabolic actions of glucocorticoids in the mouse liver, playing a supportive role in glucocorticoid-induced hyperglycemia and liver steatosis in LXRα/β^−/−^ mice [45]. Mechanistically, they demonstrated that dexamethasone-induced binding of GR to GREs was attenuated in a gene-specific fashion in the liver of LXRα/β^−/−^ mice [45], suggesting that endogenous LXRβ facilitates association of ligand-activated GR to GREs of some glucocorticoid-responsive promoters. In fact, before this manuscript was published, we proactively found that deletion of endogenous LXRα/β either by siRNA-mediated knockdown or by gene knockout attenuated dexamethasone-induced mRNA expression of the *PEPCK* gene. We, however, did not observe the positive effect of LXRα/β on GR-induced stimulation on G6Pase mRNA expression in contrast to the results demonstrated by this group, suggesting that this effect of endogenous LXRα/β on GR observed in the absence of LXR agonists is gene-specific. We do not know the exact mechanisms of this activity of endogenous, unliganded LXRα/β, but the complex promoter structure around the GREs of the PEPCK gene may be in part responsible [46], [47], [48]. However, once LXRs are activated by pharmacologic amounts of their ligands, LXRs suppressed GR-induced transcriptional activity of both the *G6Pase* and the *PEPCK* genes, possibly by inhibiting binding of this receptor to GREs through association with promoter regions of these genes. Taken together, our results provide important information on the regulation of GR actions by LXR ligands, while the results of Patel *et al.* and some of ours indicate the physiologic importance of LXRs on this receptor in the absence of ligands. Further intensive research will hopefully elucidate the molecular mechanism(s) underlying this positive to negative “switch” of the LXR activity on the GR in response to LXR ligands.

Glucocorticoids are commonly used for the treatment of a great variety of allergic, autoimmune and inflammatory diseases, such as asthma, rheumatoid arthritis, systemic lupus erythematosus and acute septic shock [12]. Numerous side effects are, however, associated with long-term and systemic use of pharmacologic doses of glucocorticoids, including increased gluconeogenesis, liposynthesis and insulin resistance, leading to development of metabolic syndrome, i.e., central obesity, carbohydrate intolerance, diabetes mellitus type 2 and dislipidemia, with consequent atherosclerosis and atherosclerosis-associated cardiovascular diseases [12]. Although, admittedly, this may appear simplistic, the glucocorticoid-related metabolic side effects are generally correlated with the transactivational properties of the GR, while its beneficial immunosuppressive effects are associated with its transrepressive actions [1], [7]. In our hands, LXRs strongly prevented glucocorticoid effects on glucose metabolism, e.g. on *G6Pase* mRNA expression, by repressing the transactivating activity of the GR, while no such effects were observed in the transrepressive actions of this steroid receptor on a NF-κB-responsive reporter gene in HCT116 cells (Fig. 2C). This specificity of the LXR effect on GR-induced transcriptional activity was recently confirmed by another group in the mouse spleen [45]. Thus, pharmacologic amounts of LXR agonists, such as GW3965, might be of benefit to patients receiving glucocorticoid treatment for allergic, autoimmune and inflammatory diseases, by attenuating the metabolic side effects of these steroids (Table 1). These results might also explain some conditions associated with simultaneous activation of LXR- and GR-mediated pathways. For example, patients with Cushing syndrome demonstrate both elevated levels of circulating glucocorticoids and hyperlipidemia [49], while subjects in acute or chronic stress or suffering from major depression, who demonstrate elevations of serum cortisol levels due to activation of the hypothalamic-pituitary-adrenal axis, develop components of the metabolic syndrome, such as visceral adiposity, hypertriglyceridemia, hypercholesterolemia and low HDL cholesterol [8]. Elevated circulating cortisol in these patients/subjects stimulates GR in target tissues, while elevated concentrations of circulating cholesterol and triglycerides, as well as their metabolites in local tissues, activate LXRs, possibly mitigating the effects of glucocorticoids. We hypothesize that activated GR increases glucose production by stimulating the transcriptional rate of G6Pase, and other enzymes, while the elevated LXR ligands suppress this GR effect by competing with GR for binding to GREs, forming a local counter regulatory protective loop. Activation of LXRs with pharmacologic use of their ligands appears to stimulate this intrinsic protective mechanism [16], [17]. Likewise, patients with anorexia nervosa who demonstrate elevated cortisol levels and reduced circulating cholesterol and triglycerides due to chronic stress and reduced food intake [50], may be associated with elevated GR transcriptional activity particularly in glucose metabolism due to attenuation of LXR-mediated repression on GR, which ultimately stimulates glucose production to counteract the hypoglycemia caused by reduced nutritional intake.

In our microarray analysis, dexamethasone and GW3965 regulated mRNA expression of a similar cluster of genes implicated in the inflammatory and immune response (Fig. 5A). These results are consistent with the previous report, which demonstrates GR and LXRs have an additive inhibition to a large number of functionally related inflammatory genes by intervening multiple, but distinct components of the Toll-like receptor 4 signaling pathway [51]. Thus, our results together with this previous report suggest that the simultaneous administration of LXR ligands may benefit the immunosuppressive effect of glucocorticoids in the treatment of allergic, autoimmune and inflammatory diseases. There is a caveat, however; some LXR agonists may also induce lipogenesis and increase triglyceride levels through induction of hepatic SREBP-1c gene expression [15]. Therefore, a challenge for the future will be to develop a new class of LXR ligands that will conserve a gene-specific effect on suppressing GR transcriptional activity, but in a selective manner, targeting LXRβ but not LXRα, as the latter plays an essential role in LXR agonist-mediated development of hypercholesterolemia [52].

In conclusion, we found that pharmacologic activation of LXRs suppresses GR-induced transcriptional activity by competing with GR for binding to GRE DNA sequences in a gene-specific fashion. Our results suggest that agonists for LXRs may be useful in preventing the adverse metabolic actions of glucocorticoids associated with chronic excess secretion, as in endogenous Cushing syndrome or chronic stress, or prolonged therapeutic use of pharmacologic doses [11], [12].

## Materials and Methods

### Plasmids and reagents

pCMX-hLXRα, -hRXRα, -mLXRβ and -mRXRα and pRShGRα, which express human (h) and mouse (m) LXRα and RXRα, and hGRα respectively, were all gifts from Dr. R.M. Evans (Salk Institute, La Jolla, CA). pCDNA3-6myc plasmids expressing the full-length human LXRα (amino acids 1–447) or its truncated forms consisting of amino acids 1–163, 1–127, 98–163 or 164–447 were generous gifts from Dr. D. Kardassis (Foundation of Research and Technology of Hellas, Crete, Greece). pCMX, which is a carrier plasmid for hLXRα, hRXRα, mLXRβ and mRXRα and was used as a negative control for these plasmids, and pGL4.73[*hRluc*/SV40], which expresses the renilla luciferase under the control of the simian virus 40 promoter, were purchased from Promega Corp. (Madison, WI). pMMTV-luc, pGILZ-luc and pPEPCK-luc plasmids, which express the firefly luciferase under the control of the indicated glucocorticoid-responsive promoters, were gifts from Drs. G.L. Hager (National Cancer Institute, Bethesda, MD), M. Pallardy (Institut National de la Santé et de la Recherche Medicale (INSERM), Paris, France) and D.K. Granner (Vanderbilt University Medical School, Nashville, TN), respectively. pRSV-RelA (p65) and pRSV-NF-κBI (p50), which respectively express p65 and p50 component of the nuclear factor-κB (NF-κB), were obtained from NIH AIDS Research and Reference Reagent Program (Germantown, MD). (κB)_3_-Luc, which expresses the firefly luciferase under the control of three κB-responsive elements (REs), was reported previously [53]. Recombinant hLXRα and hRXRα proteins were purchased from Active Motif (Carlsbad, CA). Anti-hGRα, anti-hLXRα, anti-hLXRα/β, anti-hRXRα, anti-human heat shock protein 4 (hHSP4) and rabbit control IgG antibodies were purchased from Santa Cruz Biotechnology Inc. (Santa Cruz, CA). Primers for hLXRα and β used in SYBR Green Real-Time PCR assays, siRNAs targeting hLXRα, hLXRβ or the control siRNA for luciferase GL2 were purchased from Qiagen (Valencia, CA). Dexamethasone, T0901317, GW3965 and 22-R-HC were purchased from Sigma-Aldrich (St Louis, MO).

### Cell cultures and transfections

Human hepatoma HepG2, human colon cancer HCT116 and the human cervical cancer HeLa cells were all purchased from American Type Culture Collection (Manassas, VA).

The human colon cancer HCT116 cells were cultured in McCoy's 5A medium supplemented with 10% fetal bovine serum (FBS) and 100 U/mL of penicillin and 100 µg/mL of streptomycin. The human cervical cancer HeLa and the human hepatoma HepG2 cells were cultured in Dulbecco's Modified Eagle's Medium (DMEM) with the same supplements. HCT116 cells do not express endogenous GR, while HeLa and HepG2 cells have the endogenous functional GR [20]. Cells were maintained in 5% CO_2_ at 37°C. For reporter assays, HCT116 cells were transfected with lipofectamine 2000™ (Invitrogen, Carlsbad, CA) with different amounts of the indicated plasmids, together with 0.5 µg/mL of pMMTV-Luc, pPEPCK-Luc, pGILZ-Luc or κB_3_-Luc vector and 0.1 µg/mL of pGL4.73[*hRluc*/SV40] in 12-well plates. Empty vectors were used to maintain the same amounts of transfected DNA. One day after the transfection, 10^−6^ M of dexamethasone and/or GW3965, T0901317 and/or 22-R-HC were added to the medium and the cells were further cultured for 24 hours. The cells were then harvested, and the firefly and renilla luciferase activities were measured using the dual-luciferase reporter assay system (Promega Corp.) in the GlowMax luminometer (Promega Corp.) according to the manufacturer's instructions. The relative luciferase activity (RLA) was calculated (light units from the firefly luciferase assay divided by the light units from the renilla luciferase assay) to correct for transfection efficiency.

HepG2 cells were transfected with the siRNAs indicated using the Nucleofector system (Reagent V and program T-28) (Amaxa GmbH, Cologne, Germany). Twenty-four hours after transfection, 10^−6^ M of dexamethasone (Dex) and/or GW3965 were added to the culture media. The following day, the cells were lysed and used for purification of total RNA using the RNeasy Mini Kit (Qiagen, Valencia, CA).

### SYBR Green-based real-time PCR

Total RNA was reverse transcribed into cDNA, and real-time PCR was performed in triplicate using the SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA) in a 7500 Real-time PCR system (Applied Biosystems), as previously described [54], [55]. Primer pairs used for the reactions are shown in Table 2. Obtained cycle threshold (C*t*) values of the target genes were normalized for those of RPLP0 or β-actin and their relative mRNA expression was demonstrated as fold induction over the baseline. The dissociation curves of primer pairs used showed a single peak and samples after PCR reactions had a single expected DNA band in agarose gel analysis (data not shown).

**Table 2:** Oligonucleotides Used in SYBR Green real-Time PCR Analysis and Gel Mobility Shift Assays.

Protein name		Primer sequence (5′ to 3′ orientation)
hG6Pase	Forward	TCATCTTGGTGTCCGTGATCG
	Reverse	TTTATCAGGGGCACGGAAGTG
hPEPCK	Forward	GAAAAAACCTGGGGCACAT
	Reverse	TTGCTTCAAGGCAAGGATCTCT
hGILZ	Forward	GATGTGGTTTCCGTTAAGC
	Reverse	CTCTCTCACAGCATACATCAG
hGRα	Forward	TGAAAATGGGTTGGTGCTTCTA
	Reverse	GACAAGAATACTGGAGATTTG
hABCG1	Forward	AGCATCATGAGGGACTCGGT
	Reverse	GGAGGCCGATCCCAATGT
hRPLP0	Forward	GAGGACCTCACTGAGATTCG
	Reverse	CTGGAAGAAGGAGGTCTTCTC
mG6Ppase	Forward	TTACCAAGACTCCCAGGACTG
	Reverse	GAGCTGTTGCTGTAGTAGTCG
mPEPCK	Forward	ATCTTTGGTGGCCGTAGACCT
	Reverse	GCCAGTGGGCCAGGTATTT
mβ-actin	Forward	AAGCTGTGCTATGTTGCTCTAGACT
	Reverse	CACTTCATGATGGAATTGAATGTAG
ratG6Pase	Forward	GGCTCACTTTCCCCATCAGG
	Reverse	ATCCAAGTGCGAAACCAAACAG
ratPEPCK	Forward	CCCAGACTAGAGATCCTGACAGAAT
	Reverse	GCACAACGCTCTTTTCTTTTACC
ratRPLP0	Forward	GAGAAGACCTCTTTCTTC
	Reverse	CAACATGTTCAGCAGTGTG
ratCCL9	Forward	AGTCTGAAGGCACAGCAAGGGC
	Reverse	CGGCCTGGTACACCCACCAC
ratCXCL12	Forward	TAGGCCACGCACGCAGCATC
	Reverse	GGCGTCTGACTCACACCTCTCAC
ratH6PD	Forward	GCGGTGGCTCAGATCCTGCC
	Reverse	CTGGCCCGACCTTCCGCATC
Classic GRE wt	5′	AGCTGGTACAAACTGTTCTAGCT
	3′	TCGACCATGTTTGACAAGATCGA
Classic GRE mut	5′	AGCTacgcgAgatgacgaTAGCT
	3′	TCGAtgcgcTctgctgctATCGA
G6Pase GRE wt	5′	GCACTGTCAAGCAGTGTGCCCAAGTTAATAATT
	3′	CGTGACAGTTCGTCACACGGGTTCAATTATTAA
G6Pase GRE mut	5′	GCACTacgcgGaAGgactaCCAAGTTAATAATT
	3′	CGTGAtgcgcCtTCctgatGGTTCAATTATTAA

G6Pase: glucose 6 phosphatase, PEPCK: phosphoenolpyruvate carboxykinase, GILZ: glucocorticoid-inducible leucine zipper protein, GR: glucocorticoid receptor, ABCG1: ATP-binding cassette sub-family G member 1, RPLP0: acidic ribosomal phosphoprotein P0, GRE: glucocorticoid response element, h: human, m: mouse, wt: wild type, mut: mutant – letters in lower cases indicate the mutated basis.

### Western blots

Proteins lysates and nuclear proteins from HepG2, HeLa cells or rat livers were prepared using the Nuclear Extract Kit (Active Motif), and were run on 4–20% SDS-PAGE gels. Separated proteins were blotted to nitrocellulose membranes. hGR, hLXRα, hLXRα/β and hHSP4 were visualized with anti-hGRα, anti-hLXRα, andti- hLXRα/β and anti-hHSP4 antibodies, respectively.

### Treatment of animals with dexamethasone and/or GW3965

*Ethics statement*: The following animal studies were approved by the NICHD Animal Care and Use Committee (protocol numbers: ASP 07-018 for the rat studies and ASP 09-009 for the mouse studies).

Wild type and LXRα/β knockout mice were generous gifts from Dr. D. Mangelsdorf (University of Texas Southwestern Medical Center, Dallas, TX). For each experiment, 4 male Sprague-Dawley rats (180–200 g), 4 wild type or 4 LXRα/β knockout mice were orally gavaged for three days with GW3965 prepared in 1% Tween 80, 0.5% hydroxypropyl methylcellulose, 20 mM Na_2_HPO_4_ and 20 mM NaH_2_PO_4_ (50 mg/kg animal). Another set of animals were also orally gavaged with the same volume of the vehicle control (1% Tween 80, 0.5% hydroxypropyl methylcellulose, 20 mM Na_2_HPO_4_ and 20 mM NaH_2_PO_4_). On the third day, GW3965 or its vehicle control was administered first to the animals followed by an intra-muscularly injection of dexamethasone (1.5 mg/kg) or physiologic saline in two animals from each group. Twenty-four hours after the injection, levels of blood glucose were measured in these rats using the Freestyle GlucoMeter (Abbott Laboratories, Abbott Park, IL) by sampling blood from their tails. The animals were then euthanized using CO_2_, and their livers were harvested for extraction and purification of total RNA and proteins.

### Microarray analysis

Five µg of total RNA purified from rat livers was used for producing probes with the One-Cycle Target Labeling and Control Reagents Kit (Affymetrix, Inc.). Rat Genome 230 2.0 Tiled Arrays (Affymetrix Inc.) were then labeled with the prepared probes, washed and stained in the Affymetrix working station (Affymetrix, Inc., Santa Clara, CA). Detailed data analysis steps were performed as previously described [20]. Briefly, all probe level annotations on the chip were verified before performing analysis by re-mapping to current Unigene sequences database (March 2006) and only those correctly mapped probes were used for analysis. Samples were examined using the PM – only method with MAS background signal subtraction [ref: www.bioconductor.org]. One sample Student *t*-test was performed based on comparisons of gene expression values (log ratio) of the same probe set among all replicates with a critical value of p≤0.05. Candidate genes were identified by using the z distribution by calculating the 95% cut off interval. The microarray data discussed in this publication are MIAME compliant and the raw data has been deposited in the Gene Expression Omnibus (GEO) database of the National Center for Biotechnology Information (www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE29912.

### *In vitro* binding assays for evaluation of the GR/GRE association

HeLa cells were transfected with pCMX-hLXRα and -hRXRα or pCMX using the lipofectamine 2000™. Twenty-four hours after the transfection, cells were treated with 10^−6^ M of dexamethasone for 2 hours, and nuclear extracts were prepared using the Nuclear Extract Kit (Active Motif) in order to examine binding of GR to classic GREs just after translocation of the GR into the nucleus. *In vitro* binding assays for evaluating the association of GR to GREs were conducted by using the TRansAM™ GR Kit (Active Motif). Briefly, nuclear extracts were added to a 96-well ELISA plate, which was provided by the kit and had immobilized GRE oligonucleotides at the bottom of each well. Free oligonucleotide, which encoded wild type or mutant GREs, was added to some reactions to monitor specificity of the assay. The plate was then incubated first with anti-GRα antibody and second with horseradish peroxidase-conjugated antibody, and binding activity of GR to GREs was estimated by measuring absorbance at 450 nm with a reference wavelength of 655 nm in the Victor 3 (Applied Biosystems).

### Chromatin immunoprecipitation (ChIP) assays

ChIP assays were performed in HeLa, HepG2 and HCT116 cells. Briefly, cells were transfected with 0, 0.06 or 0.5 µg of pCMX-hLXRα and -hRXRα or pCDNA3-6myc pladmids using the lipofectamine 2000™. The cells were exposed to either 10^−6^ M of dexamethasone or vehicle for 6 hours, and were subsequently fixed, DNA and bound proteins were cross-linked for 10 min with 4% formaldehyde, and ChIP assays were performed by co-immunoprecipitation of the DNA/protein complexes with anti-hGRα, -hLXRα or -hRXRα antibodies or rabbit control IgG (Santa Cruz Biotechnology, Inc.). We employed 6-hour incubation with dexamethasone, as we found that this time point is sufficient to detect accumulation of proteins on GREs in our assay system (data not shown). The promoter region (−257 to −39) of the endogenous *G6Pase* gene, which contains three functional GREs [56], and that (−1341 to −1209) of the endogenous *GILZ* gene promoter that encloses one tandem GRE [24], were amplified from the prepared DNA samples using the specific primer pairs (G6Pase: Forward: 5′-CAGACCCTTGCACTGCCAAGAAGCATG-3′ and Reverse: 5′-TATCCAGTATTCAGGTCAACCCAGCCC-3′, and GILZ: Forward: 5′-CCTTAACTTCATCCAAACTG-3′ and Reverse: 5′-CACCAGAAGGAGCAAGAG-3′) in the SYBR Green real-time PCR using the SYBR Green PCR Master Mix and a 7500 Real-time PCR System. Obtained C*t* values of ChIP samples were normalized for those of corresponding inputs, and their relative precipitation was expressed as fold precipitation above the baseline.

### Gel mobility shift assays

Double stranded oligonucleotides for classic or G6Pase GREs [56] (Table 2) were radiolabeled with [γ-^32^P]dCTP using the T4 polynucleotide kinase (Invitrogen). Nuclear extracts from HeLa cells (10 µg) or hLXRα/hRXRα recombinant proteins were preincubated for 10 min at 4°C in the binding buffer [10 mM HEPES pH 8.0, 0.1 mM EDTA, 2 mM DTT, 50 mM NaCl, 5 mM MgCl_2_, 50 mM KCl, 4 mM spermidine, 4% Ficoll, and 1 µg poly(dI-dC)] in the presence or absence of an excess amount of unlabeled oligonucleotides encoding GRE wt, GRE mut, G6Pase wt or G6Pase mut (Table 2). The corresponding radiolabeled oligonucleotide probes (1×10^5^ cpm) were then added to each sample, and the binding reaction was allowed to proceed at room temperature for 15 min in the presence or absence of anti-hGR or anti-hLXRα antibody. Nuclear proteins bound to radiolabeled oligonucleotide probes were separated from free probes on 6% DNA retardation gel (Invitrogen) at 100 V for 50 min, and the gel was dried and exposed to Biomax MR Film (Eastman Kodak, St. Louis, MO) at −80°C.

### Statistical analysis

All experiments were performed with duplicate or triplicate samples and were repeated at least twice. Statistical analysis was carried out by ANOVA, followed by Student's *t* test with Bonferroni correction for multiple comparisons or unpaired Student *t* test with a two-tailed *P* value.

## Supporting Information

Table S1 **GW3965 altered mRNA expression of 77 dexamethasone resistant genes.**
(DOC) Click here for additional data file.

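Table S1 lists genes with their accession and the log ratio after GW3965. The copy used here holds 45 of the paper's 77 entries, of which 29 could be matched to a probe set by accession and log ratio (within 5e-05) and 26 were tested. All 26 passed at an adjusted p under 0.05 from limma, 11 higher and 15 lower after GW3965. The entries run in order of log ratio and end at 1.17, so larger rises appear to be missing. This split, the median changes and the genes named here reflect that cut. Dnpep, an aspartyl aminopeptidase, fell by 2.16 with GW3965 (SE 0.05, n = 2 arrays per group, adjusted p = 2.3e-14 from limma) and stood at 0.23 in Dex+GW3965, and Itga1, an integrin, stood at -1.55 and -1.21. Mlc1 stood at -1.56 and 0.68, and Tspyl4 at -1.53 and -0.59. With dexamethasone alone 21 of the 26 passed as well, 13 in the direction of GW3965 and 8 in the other, none of them by 2-fold, and the median absolute log2 change was 0.66 against 1.15 with GW3965. Against vehicle 22 of the 26 passed in Dex+GW3965, which holds the effect of dexamethasone too. Against Dex 12 passed, 8 in the direction of GW3965 alone and 4 in the other. Since the copy is not complete, no list test was run on it, and the paper chose these genes on the same arrays.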

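Of genes lowered by dexamethasone and changed by the addition of GW3965, Hsd17b2, which oxidizes sex steroids, stood at -4.19 on the log2 scale in Dex relative to vehicle (SE 0.06, n = 2 arrays per group, adjusted p = 1.4e-18 from limma) and at -2.95 in Dex+GW3965. Prm1, which packs DNA in sperm, fell by at least 3.07 in Dex and stood at -2.82 in Dex+GW3965, and Slc34a2, a phosphate transporter, fell by at least 3.43 and stood at -2.22. Inmt, a methyltransferase of indoles, stood at -3.49 and -2.47 and Stac3, known from muscle, at -3.41 and -2.05. Of 45 entries, 33 were matched to a probe set by accession and log ratio (within 4.7e-05). All 33 passed in Dex and in the difference between Dex+GW3965 and Dex at an adjusted p under 0.05 from limma. In Dex+GW3965, 30 of them lay closer to vehicle, with a median change 32.0% of that in Dex, and 31 had an interaction. The second column of the paper's table reads not significant for 32 of its 45 entries. Of the 22 of these that were matched and tested, 10 passed in Dex+GW3965 in the direction of dexamethasone. The paper chose these genes on the same arrays, so the counts are not independent evidence.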

Table S2 **GW3965 altered mRNA expression of 45 (∼6%) genes down-regulated by dexamethasone.**
(DOC) Click here for additional data file.

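Of genes raised by dexamethasone and changed by the addition of GW3965, Fam111a, a protease that restricts viruses, rose by at least 4.60 on the log2 scale in Dex (n = 2 arrays per group, adjusted p = 9.7e-17 from limma). In Dex+GW3965, as in vehicle, it was not above background. Zfp354a, a zinc finger protein, stood at 4.51 and 1.82, Cyp1a1 at 4.00 and 0.41, and Rbp7, a retinol-binding protein, rose by at least 2.34 and 1.06. Isg15, listed by the paper under its older symbol, rose by 3.77 in Dex and by 1.51 more in Dex+GW3965. Of 66 entries, 46 were matched to a probe set by accession and log ratio and 44 tested, and all 44 passed in Dex and in the difference between Dex+GW3965 and Dex at an adjusted p under 0.05 from limma. Of these, 34 lay closer to vehicle in Dex+GW3965 and 10 further away, with a median change 44.3% of that in Dex, and 42 had an interaction. The table's second column reads not significant for 37 entries, and of 22 of these that were matched and tested, 14 passed in Dex+GW3965 in the direction of dexamethasone. These genes too were chosen by the paper on the same arrays, so the counts are not independent evidence.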

Table S3 **GW3965 altered mRNA expression of 66 (∼9%) genes up-regulated by dexamethasone.**
(DOC) Click here for additional data file.

# Supplementary material for: Liver X Receptors Regulate the Transcriptional Activity of the Glucocorticoid Receptor: Implications for the Carbohydrate Metabolism
**Source:** PLoS One. 2012 Mar 22;7(3):e26751. doi: 10.1371/journal.pone.0026751
**Supplement:** Table S1 — GW3965 altered mRNA expression of 77 dexamethasone resistant genes.

| **Gene symbol** | **Gene access ID** | **Log ratio (GW)** |
| --- | --- | --- |
| Cyp7a1 | NM_012942 | -3.61933 |
| Dnpep | AI412298 | -2.16479 |
| --- | BE116572 | -2.11189 |
| Mlc1 | AI228307 | -1.56332 |
| Itga1 | NM_030994 | -1.5455 |
| Tspyl4 | BI281738 | -1.52657 |
| Bcl6 | AI237606 | -1.49129 |
| Lyz2 | L12458 | -1.37293 |
| Cyp26b1 | BF397093 | -1.35793 |
| --- | BF522747 | -1.30927 |
| --- | BF386770 | -1.27214 |
| --- | BF395080 | -1.26041 |
| --- | BF564309 | -1.24741 |
| --- | AI012869 | -1.23948 |
| Pde4b | AF202733 | -1.21273 |
| Cyp39a1 | BE115944 | -1.17362 |
| Tmem166 | AW251313 | -1.16945 |
| RGD1562844 | BI274644 | -1.1392 |
| --- | AA818342 | -1.12993 |
| --- | BE103947 | -1.07948 |
| --- | BI288131 | -1.07169 |
| Paip1 | AA963084 | -1.07154 |
| Tm7sf2 | BM390364 | -1.06487 |
| Lpl | NM_012598 | -1.06102 |
| --- | AW526127 | -1.02915 |
| --- | BG377636 | -1.02506 |
| Pou2f1 | AW528459 | -1.02215 |
| Tmem55a | BI293584 | 1.000166 |
| --- | AI228346 | 1.022787 |
| --- | BF391308 | 1.023337 |
| Pxmp4 | BG664011 | 1.024861 |
| LOC100134871 /// LOC689064 /// MGC72973 | X05080 | 1.027741 |
| Gbp2 | NM_133624 | 1.029624 |
| --- | AA964492 | 1.046967 |
| --- | BF400811 | 1.067354 |
| Lox | BI304009 | 1.080402 |
| Cd14 | NM_021744 | 1.106098 |
| Egr2 | NM_053633 | 1.108837 |
| --- | AI172110 | 1.123773 |
| Grem2 | AA817956 | 1.12815 |
| --- | AI101500 | 1.129672 |
| Hspa1b | BI278231 | 1.132294 |
| Lss | BM390574 | 1.159304 |
| LOC100134871 /// LOC689064 /// MGC72973 | BI287300 | 1.165211 |
| RGD1565709 | BI279202 | 1.170188 |

# Supplementary material for: Liver X Receptors Regulate the Transcriptional Activity of the Glucocorticoid Receptor: Implications for the Carbohydrate Metabolism
**Source:** PLoS One. 2012 Mar 22;7(3):e26751. doi: 10.1371/journal.pone.0026751
**Supplement:** Table S2 — GW3965 altered mRNA expression of 45 (∼6%) genes down-regulated by dexamethasone.

| **Gene symbol** | **Gene access ID** | **Log ratio (Dex)** | **Log ratio (Dex+GW3965)** |
| --- | --- | --- | --- |
| *Hsd17b2* | NM_024391 | -4.194693029 | -2.947419823 |
| *Prm1* | AI144723 | -4.02495553 | -2.820465638 |
| *Slc34a2* | NM_053380 | -3.854386123 | -2.221751178 |
| *Inmt* | AI232716 | -3.485257813 | -2.467463668 |
| *Stac3* | BM385735 | -3.412354653 | -2.046425523 |
| *Unkown* | BE098538 | -3.347054075 | Not significant |
| *Unkown* | L22655 | -3.060067354 | -1.801219384 |
| *Lum* | NM_031050 | -2.676206943 | -1.261642808 |
| *Dusp6* | AI602811 | -2.605782664 | Not significant |
| *Unkown* | BG374683 | -2.592928052 | Not significant |
| *Sult1c2* | BI300997 | -2.590304098 | -1.484687354 |
| *Dusp6* | NM_053883 | -2.474271415 | Not significant |
| *Ccnd1* | BI295861 | -2.435907952 | -1.131071448 |
| *Unkown* | BM384088 | -2.313596382 | Not significant |
| *Gemin6* | BF283004 | -2.206063471 | Not significant |
| *Unkown* | BF282112 | -2.113511535 | Not significant |
| *Akr1d1* | AI028867 | -2.047432143 | Not significant |
| *Cish* | AF065161 | -2.0082525 | Not significant |
| *Myc* | NM_012603 | -1.990609251 | Not significant |
| *Igha_mapped* | AI412189 | -1.971001214 | Not significant |
| *Ier5* | BF285187 | -1.924877486 | Not significant |
| *Cyp2c12* | NM_031572 | -1.924204094 | Not significant |
| *Fabp7* | NM_030832 | -1.922017281 | Not significant |
| *Unkown* | AI411141 | -1.912372639 | Not significant |
| *Dusp6* | AI231350 | -1.826384023 | Not significant |
| *Unkown* | AA925921 | -1.708534957 | Not significant |
| *Slc10a2* | NM_017222 | -1.684272618 | Not significant |
| *Pbsn* | NM_019125 | -1.676598102 | Not significant |
| *Foxa2* | NM_012743 | -1.539579568 | Not significant |
| *Socs2* | NM_058208 | -1.526135623 | Not significant |
| *Slco1a4* | U95011 | -1.525455774 | -2.608706763 |
| *Rgs3* | NM_019340 | -1.432762628 | Not significant |
| *Cish* | BI291842 | -1.430872378 | Not significant |
| *Tc2n* | BI302544 | -1.313978676 | Not significant |
| *Unkown* | AA818166 | -1.312221159 | Not significant |
| *Unkown* | BF394158 | -1.308266182 | Not significant |
| *Atpif1* | AF368860 | -1.26912032 | Not significant |
| *Unkown* | BF409092 | -1.256946433 | -3.225594345 |
| *Hhex* | NM_024385 | -1.197796177 | Not significant |
| *Slco1a4* | NM_131906 | -1.141221395 | -2.341291334 |
| *Ubxd6* | BF394199 | -1.088923519 | Not significant |
| *Unkown* | BF283311 | -1.068224774 | Not significant |
| *Egfr* | M37394 | -1.052289224 | -2.385874398 |
| *Unkown* | AW526964 | -1.048641596 | Not significant |
| *Unkown* | BI303527 | -1.007956762 | Not significant |

How the deposited data were processed for this re-analysis (not part of the article)

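Livers of male Sprague-Dawley rats were measured on 8 Affymetrix rat genome arrays, 2 in each of 4 groups: vehicle, Dex, GW3965 and Dex+GW3965. The groups and replicate letters were taken from the sample labels and the methods. The labels give the 2 arrays of a group 1 liver number with the letters a and b, while the methods speak of 2 animals in each group. It is therefore open whether the arrays of a group stand for 2 livers or 1, and the letters were not used to pair arrays across groups outside of 1 alternative.

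The authors deposited log2 signals, 1 value for each of 31099 probe sets on each array. Per the methods, the authors computed signals from perfect-match probes with MAS background subtraction, after probes were re-mapped to UniGene clusters. The submitters' processing notes name MAS5 without a version, and no further step is given in the sources used here. That the values are log2 was read from their range, 2.497 to 14.95. The medians of the arrays lay within 0.0357 of each other, under the tolerance of 0.2, so the values were taken as normalized and were not normalized again.

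From these values, 57 Affymetrix control probe sets were removed, which left 31042. A probe set was kept when it lay above the median of its own array on at least 2 arrays, which left 16253. Of the 31042, the platform annotation used here gives 20826 1 gene symbol, 436 several and 9780 none, and 20758 of the single symbols were matched to a gene by its identifier. Kept probe sets with 1 symbol numbered 12892 and name 9829 genes. Group means under 5.49, the mean of the arrays' medians, were taken as not above background, and a change from or to such a level is given as a lower bound with that level as a floor, a rule set after the values were seen. The file gives no detection calls. Some members of the lists are not reported here.

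A group means model was fitted to all 8 arrays with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), with 4 residual degrees of freedom and a prior worth 12.7. The comparisons were Dex, GW3965 and Dex+GW3965 against vehicle, Dex+GW3965 against Dex and against GW3965, and the interaction of the 2 compounds. A probe set counts as changed at a Benjamini-Hochberg adjusted p under 0.05 over the 16253. Calls shared by 2 comparisons were set against the number that independent lists would share and against 100 simulated data sets of unchanged groups. Since those groups hold no changes, their shared counts cannot show how many calls the shared vehicle arrays add to real lists. In that simulation the vehicle arrays were drawn as well. The plan had been to keep the real vehicle arrays, but with them fixed the fold changes of simulated groups do not share the noise of the vehicle arrays, and their correlation was 0.00187 for Dex and GW3965. Covariances of fold changes were also read with a different vehicle array for each of the 2 comparisons, a split chosen after the overlaps were seen. The effect of 1 compound in the presence of the other, on probe sets chosen on 1 replicate and read on the other, was also added after the results were seen. With 2 arrays per group no test of single outlying arrays and no regrouping of arrays was run.

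Gene lists were tested with limma's camera on the moderated t values at a preset correlation of 0.01 and with an estimated correlation, with Benjamini-Hochberg adjustment over the lists within a comparison. Each gene entered through its brightest single-symbol probe set, so G6pc, whose probe sets carry several symbols, is in no list. The lists hold GR targets, LXR targets, gluconeogenesis and glucose output, glycolysis and sugar uptake, fatty acid and triglyceride synthesis, cholesterol synthesis, bile acid synthesis and transport, fatty acid oxidation, amino acid breakdown and the urea cycle, drug-metabolizing enzymes, growth hormone and STAT5 targets, interferon-stimulated genes, cytokines and inflammation, antigen presentation, acute phase proteins, cell cycle, circadian clock, heat shock and unfolded protein response, growth factor and immediate early genes, and pericentral and periportal genes. Lists of markers cover Kupffer cells, T and NK cells, B cells, neutrophils, stellate cells, sinusoidal endothelial cells, cholangiocytes, hepatocytes, erythrocytes, and testis and prostate. Some of these genes sit in more than 1 list.

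The groups, comparisons, tests, lists, alternatives and the rule for naming genes were set before the data were examined. That rule gives, for Dex, GW3965, Dex+GW3965 and the difference between Dex+GW3965 and Dex, the 10 largest rises and 10 largest falls among changed probe sets with 1 symbol and no overlap between the arrays of the groups, each gene read on its brightest probe set. It also gives each gene in the paper's results on the arrays and in Table 1, the 5 largest entries of each of Tables S1, S2 and S3, and up to 4 of the largest changed members of a list. The paper's tables had been read when the rule was written, so the values of those genes count as seen. The text prints only some of the genes that the rule gives, and these were picked after their values were seen. Members named because they moved against their list, members of lists with few changed genes, the second probe set of Fos, the genes of the receptors and the genes with the largest interactions outside the rule were chosen after their values were seen.

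The alternatives were quantile normalization, median centring, no filter, a filter on mean signal, a floor on low signals, no intensity trend, a robust trend, only the 2 groups compared, the replicate letter as a block, an adjusted p under 0.1, at least 2-fold, and 1 probe set per gene. Further ones were the mean of all probe sets of a gene, an estimated correlation, the removal of each array in turn, and 4 forms of the methods' t-test on log2 ratios. Those 4 were the plain test with an absolute log2 ratio of at least 1, the same after Benjamini-Hochberg adjustment, the test on the ratios of same-lettered arrays, and the test with the z distribution's limit. Another 2 without the filter, the methods' t-test and a difference of 2-fold between means with no test, were added after their counts had been seen.

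The scripts were tested on simulated data with the real means and spreads. Of changes of 0.5 on the log2 scale, 88.1% to 95.5% were found across the 3 comparisons with vehicle, and of changes of 1 and 2 all were. False calls were 5.42% to 6.64% of the calls. The spread put into the simulation is that between the arrays of a group, so it holds the spread between animals only if these came from separate livers. The number of arrays limits the precision.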

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

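The tests on markers of leukocytes and on MHC genes were chosen only after the results were seen. The effect of dexamethasone differed with and without GW3965 for 3698 of 16253 probe sets at an adjusted p under 0.05 from limma, a difference between groups that was tested as an interaction. Of these, 2571 were positive and 1127 negative, or 1836 and 1593 with quantile normalization. In the list of 23 GR targets, 19 had a lower effect of dexamethasone under GW3965 and Glul and Mt2A a higher one (19 and 2 adjusted over the list alone, adjusted p = 1.23e-14 from limma's camera, adjusted p = 0.0452 with an estimated correlation, which is 0.102 when all probe sets of a gene are averaged).

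A technical explanation for the smaller change from vehicle in Dex+GW3965 than in Dex is the choice of probe sets by their effect on the same arrays. Chosen on 1 replicate of Dex and vehicle and read on the other, the larger of the 2 median ratios was 0.767. Without a true difference it would lie at 1 or above, so the value argues against noise between arrays as the whole cause. If both arrays of a group came from 1 liver, they share that animal's own levels, and a choice by animal stays open. An action of GW3965 on GR targets, which the design names, may add to it and was not tested apart from the animals.

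Interferon-stimulated genes were higher in Dex and in Dex+GW3965, and the lowest dexamethasone-treated array lay 1.27 above the higher vehicle array in the list's median. A single animal with an interferon response in each group cannot be told apart from an effect of treatment, because both arrays of a group may come from 1 liver. Leukocytes that bring these genes would raise their own markers, but the highest median of the Kupffer cell and of the T and NK cell markers in the 2 groups was -0.17. The brightest of the markers, Lyz2, a lysozyme, stood at 11.06 on the log2 scale in vehicle and 10.31 in Dex, and Lck, the brightest of T and NK cells, at 7.02 and 6.62. This argues against added leukocytes with dexamethasone. With GW3965 alone the Kupffer cell markers rose (median 0.19) beside the interferon list, with 6 higher and 1, Lyz2, lower. Lyz2 stood at -1.37 there on the probe set matched to Table S1. Added Kupffer cells stay open with GW3965, and infected animals and an effect of the compounds stay open and were not tested.

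The 2 arrays of each group differed little, as would arrays made from 1 liver. MHC (RT1) genes vary between outbred animals, and their 24 probe sets differed within a group by 0.832 times as much as the other 16229 in the median, while their range between groups was 5.18 times as large. Of these 24, 15 (62.5%) had a range between groups over 1 on the log2 scale, against 1036 (6.38%) of the others. The values are consistent with 1 liver per group, and littermates or animals that happened to share MHC types stay possible. RT1 genes also respond to interferon, so the range between groups holds an effect of treatment that was not taken apart.

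Further signals follow as values. Of 19 LXR targets, 12 were lower after GW3965, among them Abcg5, Abcg8, Abcg1, Srebf1 and Cyp7a1, while LXR agonists are known to raise such genes. This runs against the direction known for the compound, its cause was not tested, and the changes after GW3965 are not shown to run through LXRs. Of 22 genes of fatty acid oxidation, 12 were higher after GW3965. Ces2c rose by 6.69 on the log2 scale after dexamethasone, and Fos on 1 of 2 probe sets by at least 2.83 and RT1-N2 by 3.77 as measured, from a level not above background, and by at least 2.88, after GW3965.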

How the results depend on the processing

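The methods' t-test without the filter and the 2-fold difference with neither test nor filter were chosen only after the results were seen. No result reversed its direction past its threshold in any setting that was run. For the counts, the order is Dex, GW3965, Dex+GW3965, Dex+GW3965 against Dex, Dex+GW3965 against GW3965, shared by Dex and GW3965, shared by Dex and Dex+GW3965, shared by GW3965 and Dex+GW3965, and Dex calls that differ between Dex+GW3965 and Dex. All 9 and the interaction stayed within 1.5 times their value under quantile normalization, median centring, no filter, a filter on mean signal, a floor, a robust trend and an adjusted p under 0.1, and the 9 also with only the 2 groups compared. Where a setting gave a larger move, the cause was not tested unless the setting itself asks for a larger change, counts fewer probe sets or uses fewer arrays.

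A change of at least 2-fold left 695, 128, 499, 166, 466, 60, 375, 56 and 108, and 287 for the interaction. The methods' t-test gave the same 9 counts before and after Benjamini-Hochberg adjustment. On same-lettered ratios it gave 479, 86, 337, 124, 346, 28, 214, 24 and 66, and with the z distribution's limit 825, 634, 766, 729, 764, 228, 538, 227 and 327. Both settings without the filter gave 727, 141, 523, 173, 483, 64, 390, 63 and 112. Without the intensity trend, 1513 were shared by Dex and GW3965 and 1398 by GW3965 and Dex+GW3965. With 1 probe set per gene, 4436 genes changed with dexamethasone. The t-test and the setting with only the 2 groups compared give no value for the interaction.

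With 1 array left out, the lone array of its group is assumed to vary like the other groups. The counts then ran from 5451 to 6761, 1804 to 3243, 4799 to 5889, 2376 to 4020, 4262 to 6085, 1346 to 2276, 3876 to 4295, 1286 to 2066 and 1755 to 2693, and for the interaction from 2587 to 3683. The lowest of the counts for GW3965, for its 2 overlaps and for the interaction came without GW3965 replicate b, and without GW3965 replicate a those for GW3965 and for GW3965 and Dex+GW3965 were 2127 and 1426. The lowest for Dex+GW3965 against Dex came without Dex+GW3965 replicate b, and without Dex replicate b it was 2401.

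With the replicate letter as a block the counts were 6618, 3099, 5800, 3522, 5654, 2177, 4355, 2021 and 2500, and 3543 for the interaction. Deviations of same-lettered arrays from their group means correlated between -0.232 (vehicle and Dex+GW3965) and 0.0831 (vehicle and GW3965), so the letters show no common pairing.

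Of 186 list tests, 68 lost their call with an estimated correlation. Those that kept it were the GR targets, glucose output, amino acid breakdown and interferon lists for Dex and for Dex+GW3965, the interferon list for GW3965, the GR targets and interferon lists for Dex+GW3965 against Dex, the amino acid (adjusted p = 0.0362 from limma's camera) and interferon lists for Dex+GW3965 against GW3965, and the GR targets for the interaction. With all probe sets of a gene averaged as well, the 3 lists other than interferon no longer passed for Dex+GW3965, nor the GR targets for Dex (0.061), Dex+GW3965 against Dex (0.082) and the interaction (0.102). A correlation above the preset one does not account for all of the 68 lost calls. For glycolysis and sugar uptake in Dex the estimate was -0.051, below the preset value. The adjusted p from limma's camera still went from 0.000241 to 0.0777, and the cause was not tested. In other settings, the stellate cell markers lost their call for Dex with all probe sets averaged (0.109) or a filter on mean signal (0.0887), and the cholangiocyte markers with that filter (0.0506). Cholesterol synthesis in Dex+GW3965 lost it with all probe sets averaged (0.0634) and without vehicle replicate a (0.0741) or Dex+GW3965 replicate a (0.0558). Growth hormone targets lost it for GW3965 with all probe sets averaged (0.0642) and without vehicle replicate b (0.229) or GW3965 replicate a (0.0863), and for Dex+GW3965 without vehicle replicate a (0.106).

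Of 536 results for named genes, 266 lost their call at 2-fold, 259 with the methods' t-test, 308 on same-lettered ratios, 154 with the z distribution's limit, 24 without the intensity trend, 4 with quantile normalization and 3 without the filter. Every alternative set in advance was run. The number of arrays limits the precision, and signals near the background were left out by the filter rather than measured.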

Differences from the paper's values

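The tests without a filter on dim probe sets, with the methods' t-test or with a 2-fold difference alone, and the effect of 1 compound under the other on arrays that did not choose the probe sets, were chosen only after the results were seen. The paper describes its counts as of genes at a p of 0.05 and a limit from the z distribution. The counts here are of probe sets at an adjusted p under 0.05 from limma, so the thresholds differ. The units may be the same. Probe sets over 1 in absolute log2 difference from vehicle number 727, 141 and 523, as in the paper, and Table S2 lists Dusp6 under several accessions. A count is taken to close a difference when neither count is over 1.5 times the other, and a log2 value when the signs match and it lies within the SD of the log2 ratios between single arrays. The methods' t-test was run here with an added limit of at least 1 on the absolute log2 ratio, which the methods do not state. As a change of at least 2-fold with limma gives the same counts, the settings that close most differences have that limit in common.

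For dexamethasone the paper's count is 727 genes and the count here is 6806 probe sets. Among the alternatives set before the data were examined, the difference closes at 2-fold, with the methods' t-test and with that test after Benjamini-Hochberg adjustment (695 each) and with the z distribution's limit (825), and under no other. For GW3965 the paper's count is 141 and that here 3325, and it closes under the first 3 of these settings (128 each) and no other. For Dex+GW3965 the paper's 523 stand against 5980, and it closes under these 3 (499 each) and with the z distribution's limit (766) and no other.

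The paper's 64 genes shared by dexamethasone and GW3965 stand against 2327, and the difference closes under the 3 settings alone (60 each). The paper's 313 shared by dexamethasone and Dex+GW3965 stand against 4493, and it closes under these 3 (375 each) and on same-lettered ratios (214) and no other. The paper's 26 for GW3965 and Dex+GW3965, drawn in Fig. 5C as shared by the 2, stand against 2184, and only the t-test on same-lettered ratios closes it (24). The text describes the 26 as influenced by added dexamethasone, and of the GW3965 calls 2066 differed between Dex+GW3965 and GW3965, 107 of them among those of at least 2-fold. The paper's 77 genes changed by GW3965 and not by dexamethasone stand against 998, and it closes under the 3 settings (68 each) and on same-lettered ratios (58) and no other.

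The paper's 111 genes that differ from dexamethasone alone stand against 2626, the paper's 45 lowered by dexamethasone against 1530 and the paper's 66 raised against 1096. These close under the 3 settings alone (108, 46 and 62 each). The 2 settings without a filter, chosen after seeing the values, give the paper's 727, 141, 523, 64 and 77 exactly, come near its others with 390, 112, 47 and 65, leave 63 against the paper's 26, and drop 0 of the 108 entries of Tables S1 to S3 that could be matched. Of the genes in Table 1 they leave out Scf in both columns and Ccl9 in Dex+GW3965.

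In Table 1, the paper's Scf values are -2.350 with dexamethasone and -2.639 with Dex+GW3965, against 0.003 and 0.115 on the brightest probe set of Kitlg, which encodes Scf, and no setting that gives a value closes this. Of all probe sets on the arrays, 1 lies within 0.001 of the paper's 2 values for Scf, and the annotation names it Ighvl1, an immunoglobulin gene, at -2.35 and -2.64 as measured, with levels in both treated groups below the arrays' medians. For Ccl9 with Dex+GW3965 the paper's value is -1.172, against -0.841 here. For Cxcl12 with dexamethasone the paper's value is -2.205, against -2.354 here, while another probe set of the gene stands at -2.21. No setting closes these 2 differences.

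Some statements of the paper stand apart from values here. The paper states that GW3965 raised ABCG1 mRNA in HepG2 cells and reads this as activation of LXRs, and it also states a rise of LXRα mRNA there. In the livers here, another species and setting, Abcg1 stood at -0.41 with GW3965 on its brightest probe set (adjusted p = 0.0056 from limma). Another tested probe set of the gene stood at -0.06 and did not pass. A dim one, left out by the filter, stood at -0.05. Nr1h3, which encodes LXRα, stood at -0.07 (adjusted p = 0.35 from limma). Abca1 rose by 1.53 on its brightest probe set, while its others stood at 0.97, -0.47 and -0.47. The paper proposes that the GR acts less on LXR effects than LXRs on GR effects. An interaction was found in 1930 of 3325 probe sets changed by GW3965 (58.0%) and in 2788 of 6806 changed by dexamethasone (41.0%), and among those changed by at least 2-fold in 111 of 128 (86.7%) and 502 of 695 (72.2%), against 22.8% of all 16253. A choice by the change on the same arrays raises these shares. On arrays that did not choose the probe sets, the effect of GW3965 under dexamethasone was a median of 0.152 and 0.145 of that without, and the effect of dexamethasone under GW3965 0.627 and 0.653. If both arrays of a group came from 1 liver, a choice by that animal's levels stays in these values. It holds that GW3965 fully abolished the induction of G6pc and H6pd, which here stayed above vehicle by 0.42 (adjusted p = 8.1e-08 from limma) and 0.61 (adjusted p = 3.5e-09 from limma). Against GW3965 alone, which raised G6pc by 0.51, G6pc in Dex+GW3965 stood at -0.08 (adjusted p = 0.1 from limma, not called) and H6pd was higher by 0.84 (adjusted p = 4.1e-11 from limma). It holds that Pfkfb1 was not affected, which here fell by 0.51 from Dex to Dex+GW3965 (adjusted p = 1.5e-07 from limma), while for Slc2a5, of which it says the same, no difference was called. It holds that GW3965 left the suppression of Ccl9 and Cxcl12 as it was, which here were higher in Dex+GW3965 than in Dex by 0.30 (adjusted p = 2.8e-05 from limma) and 0.75 (adjusted p = 5.1e-10 from limma), while for Il33 no difference was called and Ccnd1 and Cish were higher as it states. The differences given for G6pc, H6pd, Pfkfb1, Ccl9 and Cxcl12 are all below 2-fold. The settings that give the paper's counts ask for 2-fold, so a change of threshold may account for them. The paper also reports real-time PCR of Ccl9, Cxcl12, H6pd and G6Pase in rat liver, which was not examined here.

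The paper holds that GW3965 acts more often on genes that dexamethasone raised. The count here is larger among lowered probe sets (1530 against 1096) and the share is nearly equal (38.1% and 39.3%), while among those changed by at least 2-fold it is larger among raised ones (74.4% against 64.8%). The paper counts the 111 genes within its 313 common genes, while the second column of its Tables S2 and S3 reads not significant with Dex+GW3965 for 69 of these 111. It calls the genes of Table S1 unresponsive to dexamethasone, and of 26 that were tested 21 passed with dexamethasone, 0 of them by at least 2-fold.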

Other observations

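The tests on leukocyte markers and the immune genes, the quartiles and the neutrophil markers used in the test on lymphocyte markers were chosen only after the results were seen, and the genes named in this part outside the paper's tables were chosen after their values were seen. Pbsn, which encodes probasin of the prostate, stood at 8.39 on the log2 scale in vehicle, 6.71 in Dex, 5.25 in GW3965 and 7.76 in Dex+GW3965, so either compound lowered it and both together lowered it least (n = 2 arrays per group, adjusted p = 1.2e-13 from limma for the interaction). Fam111a stood at 10.09 in Dex and was not above background in the other 3 groups. Ccn2, a growth factor of connective tissue, rose by 1.76 with dexamethasone (SE 0.11, adjusted p = 4e-10 from limma) and stood at 6.18 in Dex+GW3965, against 6.19 in vehicle (interaction -1.90, adjusted p = 8.3e-08 from limma). The MHC gene RT1-N2 stood at 4.61, 8.57, 8.38 and 9.27 and RT1-CE12 at 9.48, 11.84, 11.77 and 11.76, low in vehicle and high in each treated group.

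The mRNAs of the receptors moved little apart from that of the GR. Nr3c1, which encodes the GR, stood at -0.75 with dexamethasone (SE 0.06, adjusted p = 1.9e-08 from limma), 0.29 with GW3965 (adjusted p = 0.0028 from limma) and -0.15 with both (adjusted p = 0.077 from limma). Another of its probe sets read -0.25, 0.37 and -0.17. Nr1h3, which encodes LXRα, stood at -0.16, -0.07 and -0.09 (adjusted p = 0.012, 0.35 and 0.17 from limma), and Nr1h2, which encodes LXRβ, at 0.06, 0.15 and 0.09, none of which passed. Rxra, the partner of both LXRs, rose by 0.29 with dexamethasone (adjusted p = 0.0039 from limma).

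Male reproductive genes were read in these livers. Of 5 in the list, Tnp2 (by at least 0.15), Pbsn (by 1.68), Tnp1 (by at least 1.28) and Prm1 (by at least 3.07) fell with dexamethasone and Prm2 did not pass (adjusted p = 0.000529 from limma's camera, adjusted p = 0.0887 with an estimated correlation). With GW3965, Pbsn fell by at least 2.89 and Tnp1 stood at 0.37 and Prm1 at 0.34 (adjusted p = 0.523 from limma's camera), and the list's median of 0.32 and mean of -0.42 differ in sign. The call of Tnp1 is lost without vehicle replicate a (0.32) or GW3965 replicate a (0.29), and that of Prm1 without vehicle replicate b (0.21) or GW3965 replicate a (0.36) or b (0.32). In Dex+GW3965 the same 4 fell (adjusted p = 0.000581 from limma's camera, adjusted p = 0.0931 with an estimated correlation).

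Erythrocyte genes split with GW3965. Hbb, a chain of hemoglobin, and Alas2, which starts heme synthesis, rose by 0.61 and 0.94, while the erythrocyte genes Slc4a1 and Ahsp stood at -0.95 and -1.04 (adjusted p = 0.682 from limma's camera, with median and mean below 0 and the test above). With dexamethasone, Slc4a1 (-0.88) and Ahsp (-1.64) fell and the other 2 of the 4 did not pass (adjusted p = 0.139 from limma's camera). All 4 were lower in Dex+GW3965 than in Dex (adjusted p = 0.00103 from limma's camera, adjusted p = 0.0939 with an estimated correlation). The neutrophil markers S100a8 and S100a9 were the 2 measured of their list, lower with dexamethasone (adjusted p = 0.0131 from limma's camera, adjusted p = 0.112 with an estimated correlation) and with GW3965 (adjusted p = 0.000506 from limma's camera, adjusted p = 0.0883 with an estimated correlation). Of 3 B cell markers, Cd37 and Cd79b fell with dexamethasone (adjusted p = 0.147 from limma's camera) and with GW3965 (adjusted p = 0.103 from limma's camera).

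Of 12 periportal genes, 8 rose with dexamethasone and Cdh1 and Hal fell (9 and 2 adjusted over the list alone, adjusted p = 0.00227 from limma's camera, adjusted p = 0.112 with an estimated correlation). With GW3965, 7 fell and Pck1 rose (7 and 1 adjusted over the list alone, adjusted p = 0.033 from limma's camera, adjusted p = 0.253 with an estimated correlation), a call of the list that is lost without vehicle replicate a (0.225) or GW3965 replicate b (0.0598). Of 10 pericentral genes, Cyp1a2 and Cyp2e1 rose and 6 fell with dexamethasone (adjusted p = 0.104 from limma's camera) and Cyp2e1 rose and Cyp7a1 and Glul fell with GW3965 (adjusted p = 0.622 from limma's camera). Of 15 heat shock and unfolded protein genes, 7 rose and Xbp1, Sdf2l1, Hsph1 and Creld2 fell with dexamethasone (adjusted p = 0.154 from limma's camera), with a median of -0.04 and a mean of 0.28. With GW3965, Hspa1a, Hspb1, Xbp1, Trib3 and Atf4 rose and Hyou1 fell (5 and 2 adjusted over the list alone, adjusted p = 0.0587 from limma's camera), with a median of -0.01 and a mean of 0.13. In Dex+GW3965, 7 were lower than in Dex and Xbp1, a transcription factor of this response, higher (adjusted p = 0.00806 from limma's camera, adjusted p = 0.0939 with an estimated correlation).

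Of 13 circadian clock genes, Usp2, Per1 and Nr1d2 rose and Nfil3, Cry2, Bhlhe40 and Clock fell with dexamethasone (adjusted p = 0.713 from limma's camera), with a median of -0.06 and a mean of 0.07, and Bhlhe40 and Nr1d2 rose and Cry2, Usp2, Clock and Cry1 fell with GW3965 (3 and 4 adjusted over the list alone, adjusted p = 0.864 from limma's camera), with a median of 0.02 and a mean of -0.03. Of 15 growth factor and immediate early genes, Dusp1, Ier2, Junb and Ier3 rose and 6 fell with dexamethasone (4 and 7 adjusted over the list alone, adjusted p = 0.207 from limma's camera). With GW3965, Egr1, Jun, Junb, Dusp1 and Ier2 rose and Gadd45a, Myc, Ier3 and Egfr fell (adjusted p = 0.0746 from limma's camera). With all probe sets of a gene averaged, the list passed for GW3965 (adjusted p = 0.00265 from limma's camera), but not with an estimated correlation as well (0.211). Of 11 sinusoidal endothelial markers, Tek and Eng rose and Stab2, Stab1, Vwf, Kdr and Fcgr2b fell with dexamethasone (2 and 6 adjusted over the list alone, adjusted p = 0.365 from limma's camera) and Lyve1 rose and Stab2 and Stab1 fell with GW3965 (adjusted p = 0.864 from limma's camera). Of 11 hepatocyte markers, Apoa1 and Rbp4 rose and Serpinc1, Apoa2, Ahsg, Ttr and Apob fell with dexamethasone (adjusted p = 0.587 from limma's camera) and Serpinc1 and Apob fell with GW3965 (adjusted p = 0.633 from limma's camera).

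A loss of lymphocytes was considered for immune genes lower after both compounds. The 10 genes of the interferon, cytokine, antigen presentation and acute phase lists that fell after both had a median of -1.30 with dexamethasone and -0.33 with GW3965. The medians of the 9 lymphocyte markers were -0.27 (quartiles -0.57 and -0.03) and -0.08 (quartiles -0.26 and 0.30), under 0.5 times the fall of the immune genes. The prediction had named lymphocytes alone, which left out the neutrophil markers S100a8 and S100a9, at -0.39 or lower and -1.74 or lower after each compound, and after GW3965 the quartiles reach past 0.5 times the immune median, which is -0.16. The 10 immune genes were chosen because they fell, while the markers were not. Some markers also lie near background in vehicle, such as Cd37 at 5.76 and Gzmb at 4.72, where a large fall cannot be read. The comparison therefore cannot decide on a loss of lymphocytes with either compound. A loss of blood cells as a whole cannot be told apart from an effect on the genes. The 3698 calls of the interaction and the 3698 between Dex+GW3965 and Dex are equal by coincidence, with 2213 probe sets shared.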
